# Histological Chorioamnionitis Induces Differential Gene Expression in Human Cord Blood Mononuclear Leukocytes from Term Neonates

**DOI:** 10.1038/s41598-019-42205-x

**Published:** 2019-04-10

**Authors:** Suhita Gayen nee’ Betal, Swati Murthy, Michael Favara, Gina Fong, Joanna S. Y. Chan, Sankar Addya, Thomas H. Shaffer, Jay Greenspan, Vineet Bhandari, Irfan Rahman, Zubair H. Aghai

## Abstract

Histological chorioamnionitis (HCA) is an infection of fetal membranes and complicates 5.2% to 28.5% of all live births. HCA is associated with increased mortality and morbidity in both premature and term neonates. Exposure to HCA may have long-term consequences, including an increased risk for allergic disorders and asthma later in childhood, the mechanism(s) of which are still not yet well understood. The objective of this study was to determine the mRNA transcriptome of cord blood mononuclear leukocytes from term neonates to identify key genes and pathways involved in HCA. We found 366 differentially expressed probe IDs with exposure to HCA (198 upregulated, 168 downregulated). These transcriptomes included novel genes and pathways associated with exposure to HCA. The differential gene expression included key genes regulating inflammatory, immune, respiratory and neurological pathways, which may contribute to disorders in those pathways in neonates exposed to HCA. Our data may lead to understanding of the role of key genes and pathways identified on the long-term sequelae related to exposure to HCA, as well as to identifying potential markers and therapies to prevent HCA-associated complications.

## Introduction

Chorioamnionitis (CA) is an infection of the fetal membranes and placenta that complicates 5.2% of all live births^1^. The prevalence of histological CA (HCA) in term neonates with spontaneous labor is 23.6–28.7%^2,3^. Approximately 500,000 to one million infants in the United States are born each year to mothers diagnosed with HCA. Exposure to HCA may have long-term consequences, including an increased risk for allergic disorders and asthma later in childhood^4–6^. Additionally, studies have demonstrated that exposure to HCA can also lead to developmental delay and cerebral palsy in preterm and term infants^7–9^. Asthma and other allergic chronic diseases during childhood affect greater than 7 million children in the United States^10^. Although HCA is associated with the development of asthma, allergic disorders, and neurodevelopmental impairment, the exact mechanism for these complications is unknown. Exposure to infection during late fetal life is likely to incite epigenetic changes, which may modulate the immune and neurological systems and increase the risk for development of neurological and allergic disorders later in life.

Gene expression studies of cells and tissues have become a major tool for discovery in the pathogenesis of various diseases. Global gene expression by transcriptomic analysis can uncover gene signatures and help delineate molecular pathways involved in the development of asthma, allergy, and neurodevelopmental impairment in neonates born to mothers with HCA. Previous studies have reported differential gene expression patterns associated with preterm labor and lipopolysaccharide (LPS) stimulation of cord blood leukocytes^11,12^. More recently, differential gene expression in whole blood from preterm neonates exposed to HCA has been published^13^. However, fetal inflammatory and immune response to microbial infection differ between preterm (born before 37 weeks gestation) and term infants^14–16^. The effects of HCA on gene expression profile on cord blood mononuclear leukocytes in human term neonates have not been characterized. Our objective was to determine the mRNA transcriptome of cord blood mononuclear leukocytes from term neonates and identify key genes and pathways involved in HCA.

## Results

Ten term infants were enrolled in the study. Five infants had histological chorioamnionitis (HCA group), and five infants with no evidence of histological chorioamnionitis on placental histopathology served as the control group.

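RNA of mononuclear leukocytes from cord blood was measured on 10 Affymetrix human transcriptome arrays, 5 of the HCA group and 5 of the control group, with a single array per infant. The deposited values are log2 signals per transcript cluster, the probe ID of Table 1 and the supplementary tables, which gathers the probes of a gene or transcript locus. The authors made them with sst-RMA in the Expression Console software, so background correction, normalization between arrays and summary over probes are already in the values. Of 70523 entries deposited, 67528 transcript clusters were tested, and 2995 control, exon and junction entries were left out. A single gene symbol was annotated to 23781 of the clusters, several symbols to 1543 and none to 42204, and 2367 clusters had values identical to those of another cluster. Array medians ran from 5.72 to 5.79 in the HCA group and from 5.69 to 5.95 in the control group. Control replicate 2 had the highest median and the lowest median correlation with the other arrays (r = 0.973 over clusters, which are not independent replicates). Each cluster was tested with limma, and its log2 fold change is the HCA mean minus the control mean, so a positive value is higher in the HCA group. A cluster counts as past both thresholds with a fold change of group means of at least 1.5 and an unadjusted limma p under 0.05. These are the cutoffs of the paper, but the folds of its supplementary tables match Tukey biweight averages rather than group means. Single genes and some list means also have an exact permutation test (two-sided, all 252 splits of the arrays), whose smallest p with 5 arrays against 5 is 0.00794. Gene lists were fixed before the deposited data were examined. They were written from general knowledge and the topics of the paper, whose tables on these samples had been seen. The lists are therefore not independent of the paper's findings. They were tested with limma's camera at a preset correlation of 0.01, adjusted over 33 lists. List members that did not pass are named by their function and were picked after their values were seen. Precision is limited by the number of arrays. Neither a scan date nor a batch is given in the sources used here.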

### Differential Gene Expression

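Transcripts of T-cell receptor gamma variable segments were among the largest increases in the HCA group at clusters annotated with a single gene symbol, with TRGV4, TRGV3 and TRGV5 among the 10 at the top. PTGS2, which encodes the inducible cyclooxygenase, led the decreases at such clusters, followed by G0S2, HBEGF, NR4A3 and PLAUR. In all, 356 transcript clusters were past both thresholds, 193 higher and 163 lower in the HCA group. Of these, 296 are also in the list of Supplementary Tables 1 and 2 and 60 are not. With the limma p and folds from Tukey biweight averages, chosen after the values were seen, all 366 clusters of that list passed. The list was chosen on these samples and is no independent evidence of a direction. After Benjamini-Hochberg adjustment over all clusters, limma called 0 of them at an adjusted p under 0.05, against 2169 at an unadjusted p under 0.05, of which 1121 were higher and 1048 lower. The test named in the methods also called 0 after adjustment, with 2196 at an unadjusted p under 0.05. Each gene of Tables 1 and 2 had an adjusted p of 0.997 over all clusters. With the unadjusted p of the test named in the methods, the calls of CCR2, KLRC3, the LRRC37A family clusters of Table 1, SAMSN1, OLR1, NFIL3, ADGRE3, CXCL1, ZNF331 (TC19000812.hg.1), ZC3H12A, IRAK2, NFKBIE, DUSP6, IL23R, PGLYRP1, PLK2, OSM and CSRNP1 ended. The 356 became 729 without control replicate 3 and 593 without HCA replicate 3. The 193 became 115 without control replicate 2, 409 without control replicate 3 and 290 without HCA replicate 3, and the 163 became 282, 320 and 303 without the same 3 arrays.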

Comparison of the HCA group array data with the control group using transcriptome array console software revealed that 366 probe IDs were differentially expressed with a fold change ≥ 1.5 (p < 0.05). Of these, 198 probe IDs were significantly up-regulated (Supplementary Table 1), 60 with annotated genes and 138 non-annotated genes. 

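Beyond the TRGV segments and CCR2, FAM198B (TC04001682.hg.1), which encodes a Golgi-associated kinase family protein, was higher in the HCA group by a log2 fold change of 1.21 (standard error 0.43, n = 5 arrays per group, exact permutation p = 0.0397). TMEM144 (TC04002939.hg.1), which encodes a transmembrane protein, was higher by 1.15 (standard error 0.41, permutation p = 0.0476). The microRNA gene MIR580 (TC05001269.hg.1) was higher by 0.89 (standard error 0.18), and all 5 HCA arrays lay above all 5 control arrays (permutation p = 0.00794). RNA5SP307, a ribosomal RNA pseudogene, was higher by 1.08 (standard error 0.28, permutation p = 0.0159), and the olfactory receptor pseudogene OR2L1P by 0.91 (standard error 0.33, permutation p = 0.0397). In the annotation of the deposited table, 29 of the clusters higher in the HCA group had a gene symbol and 164 had none.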

One hundred and sixty-eight probe IDs were significantly down-regulated (Supplementary Table 2), of which 105 had annotation with gene symbols and 63 were not annotated. 

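LUCAT1 (TC05001589.hg.1), a long non-coding RNA, was lower in the HCA group by a log2 fold change of -1.58 (standard error 0.46, n = 5 arrays per group, exact permutation p = 0.0159). LIPN (TC10000629.hg.1), which encodes a lipase, had a log2 fold change of -1.50 (standard error 0.57, permutation p = 0.0714). DOCK4 (TC07003113.hg.1), a guanine nucleotide exchange factor gene of cell migration, had -2.53 at a cluster named only in the supplementary table. It was singled out after its value was seen. A gene symbol was annotated to 69 of the clusters lower in the HCA group, and 94 had none. LIPN was no longer past both thresholds without control replicate 1 (-1.38), control replicate 5 (-1.16) or HCA replicate 2 (-1.18).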

The top 10 up- and down-regulated genes based on the fold change are reported in Table 1. 

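PTGS2 (TC01003638.hg.1), the inducible cyclooxygenase of prostaglandin synthesis, had a mean log2 signal of 9.18 ± 2.75 (SD, n = 5 arrays) in the HCA group and 12.67 ± 1.81 (SD, n = 5) in the control group. The difference of these mean log2 signals corresponds to a ratio of 11.2 between the geometric means, control over HCA (log2 fold change -3.48, standard error 1.28, permutation p = 0.0556). NR4A3 (TC09000508.hg.1), an early-response nuclear receptor, had a log2 fold change of -1.84 (standard error 0.61), and PLAUR (TC19001593.hg.1), the urokinase receptor, of -1.76 (standard error 0.60), each with a permutation p of 0.0397. SAMSN1 (TC21001069.hg.1), an adaptor protein gene of blood cells, had -1.59 (standard error 0.61, permutation p = 0.0794), and OLR1 (TC12001216.hg.1), a receptor for oxidized LDL, had -1.30 (standard error 0.54, permutation p = 0.0635). Among the entries of Table 1 higher in the HCA group, LOC285505 (TC04002938.hg.1) had 1.52 (standard error 0.50) and LINC01061 (TC07000288.hg.1) had 1.45 (standard error 0.48), each with a permutation p of 0.0397. This LINC01061 cluster has no symbol in the annotation, and its values are identical to those of other clusters without a symbol. The cluster annotated with LINC01061 (TC04001501.hg.1) had 0.65 (standard error 0.25, permutation p = 0.0794). A further LINC01061 cluster of the supplementary table (TC04002690.hg.1) had 0.63 (standard error 0.21), and both were past both thresholds. The LRRC37A family clusters at 17q21.31, a region where people differ in copy number, had 1.25 (LRRC37A4P), 0.90 (LRRC37A2) and 0.76 (the cluster of both symbols), and the median spread within groups of the family's 5 listed clusters was at percentile 83.6 among clusters of like brightness. Of 13 measured genes of that region, 1 was past both thresholds, with a median log2 fold change of 0.01 (camera adjusted p = 0.360). PTGS2 had -4.68 without HCA replicate 3 and -4.23 without control replicate 2, and was no longer past both thresholds without control replicate 1 (-3.04) or HCA replicate 5 (-2.95), SAMSN1 without any of 6 arrays (-1.27 the smallest) and OLR1 without any of 7 (-1.07 the smallest). The calls of LRRC37A4P, LRRC37A2 and the cluster of both symbols ended without any of 5, 6 and 7 arrays.

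**Figure D1:**
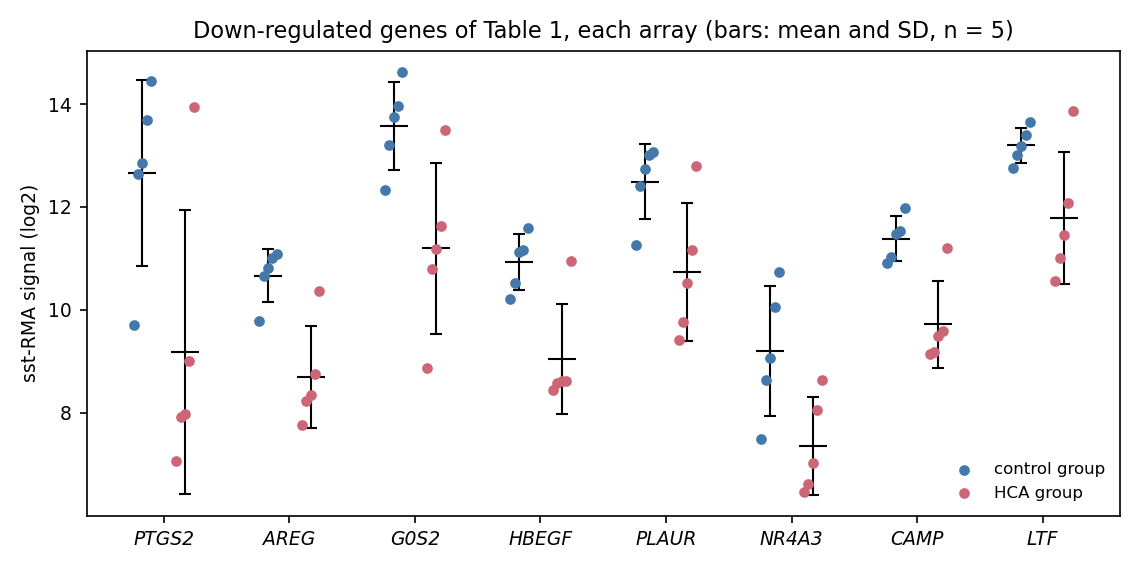
Log2 sst-RMA signal (y axis) of 8 genes of Table 1 lower in the HCA group (x axis) on each array, control group in blue and HCA group in red. Points are arrays, and bars are the mean and SD of 5 arrays. For PTGS2 the HCA arrays run from 7.06 to 13.95 and the control arrays from 9.70 to 14.45, and the groups overlap in each of the 8 genes.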

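CCR2 (TC03000255.hg.1), the receptor of the monocyte chemoattractant CCL2, had a mean log2 signal of 9.54 ± 0.77 (SD, n = 5 arrays) in the HCA group and 8.38 ± 1.03 (SD, n = 5) in the control group. The log2 fold change was 1.17 (standard error 0.50, permutation p = 0.0873), past both thresholds. Of 16 measured chemokine receptors, CCR2 was higher, 0 were lower and 15 did not pass. CCR7, which guides T cells to lymph nodes, had 0.31, and the neutrophil receptors CXCR1 and CXCR2 had -0.50 and -0.45. Their median was -0.04 and their mean 0.01, and camera's direction was lower (adjusted p = 0.918). None of them, 0 in all, passed limma adjusted over the list alone. The CCR2 call ended without any of 6 arrays (0.87 the smallest log2 fold change).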

The top 10 up-regulated genes included chemokine (C-C motif) receptor-2 (CCR2), a pro-inflammatory chemokine important in inflammatory diseases including asthma^17,18^. The top down-regulated genes included two important antimicrobial proteins, lactoferrin (LTF) and cathelicidin antimicrobial peptide (CAMP).

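CAMP (TC03000276.hg.1), the cathelicidin peptide of neutrophil granules, had a mean log2 signal of 9.72 ± 0.85 (SD, n = 5 arrays) in the HCA group and 11.38 ± 0.43 (SD, n = 5) in the control group, a log2 fold change of -1.66 (standard error 0.37, permutation p = 0.0238). LTF (TC03001357.hg.1), the iron-binding lactoferrin, had 11.79 ± 1.28 and 13.20 ± 0.34, a log2 fold change of -1.41 (standard error 0.52, permutation p = 0.0556). Of 18 measured antimicrobial genes, 0 were higher, 15 did not pass and 3 were lower: CAMP, LTF and PGLYRP1 (-0.65), a peptidoglycan-binding protein gene. CAMP alone, 1 gene, passed when adjusted over the list alone. All 3 are in the paper's list, which was chosen on these samples. Of the 18, 9 were higher in mean and 9 lower. Members that did not pass included LCN2 at -0.55, BPI at -0.51, RNASE2 at 0.66, S100A8 at -0.08 and LYZ at 0.06. ELANE had 0.04 (standard error 0.99) and MPO -0.33 (standard error 1.11). Camera gave the list an adjusted p of 0.0595, and the adjusted p with an estimated correlation was 0.667. Markers of neutrophil precursor granules, from which the genes of the paper's tables were left out, were all lower in mean, 12 of 12, with a median of -0.73 and 0 past both thresholds. CEACAM8 had -1.23, CRISP3 -1.18 and OLFM4 -1.05. The list was lower by camera (adjusted p = 1.24e-04, and adjusted p = 0.449 with an estimated correlation). LTF was no longer past both thresholds without HCA replicate 1 (-1.10) or HCA replicate 2 (-1.21), and PGLYRP1 without any of 6 arrays (-0.52 the smallest). The antimicrobial list passed camera without HCA replicate 5 (adjusted p = 1.64e-11), HCA replicate 3 (0.0306) or control replicate 2 (0.00461), and with quantile normalization (0.0119), median centring (0.00858) or a filter on dim clusters (0.00558).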

**Table 1:** Top 10 differentially up- or down-regulated genes after exposure to HCA.

ProbeID	Gene Symbol	HCA Group Average Expression	Control Group Average Expression	Fold Change	Up/Down	P-value
TC17001604.hg.1	**LRRC37A4P**	1389.16	344.89	**4.01**	**Up**	0.0245
TC04002938.hg.1	**LOC285505**	364.56	136.24	**2.68**		0.012
TC07000288.hg.1	**LINC01061**	1652	643.59	**2.58**		0.0117
TC03000255.hg.1	**CCR2**	765.36	304.44	**2.51**		0.0417
TC04001682.hg.1	**FAM198B**	643.59	256	**2.5**		0.0167
TC17000604.hg.1	**LRRC37A2**	13216.02	5556.65	**2.37**		0.0312
TC07001299.hg.1	**TRGV4**	140.07	60.13	**2.32**		0.0002
TC07001300.hg.1	**TRGV3**	179.77	79.89	**2.24**		4.50xE-05
TC04002939.hg.1	**TMEM144**	240.52	112.99	**2.12**		0.0173
TC17001603.hg.1	**LRRC37A4P; LRRC37A2**	20594.91	9946.68	**2.08**		0.0478
TC01003638.hg.1	**PTGS2**	252.48	9089.59	**−35.91**	**Down**	0.0205
TC04002953.hg.1	**AREG**	313	1884.54	**−6.03**		0.001
TC01001749.hg.1	**G0S2**	2352.53	13034.07	**−5.54**		0.008
TC05001854.hg.1	**HBEGF**	385.34	2005.85	**−5.18**		0.0022
TC19001593.hg.1	**PLAUR**	1448.15	7082.29	**−4.89**		0.0138
TC21001069.hg.1	**SAMSN1**	3956.48	17438.64	**−4.42**		0.0257
TC12001216.hg.1	**OLR1**	178.53	765.36	**−4.27**		0.0365
TC03000276.hg.1	**CAMP**	657.11	2683.69	**−4.09**		0.0011
TC09000508.hg.1	**NR4A3**	143.01	580.04	**−4.07**		0.0128
TC03001357.hg.1	**LTF**	2683.69	9345.14	**−3.49**		0.0208

### Differential Gene Expressions Related to Immune Response

Thirty genes related to immune response and important for regulation of inflammatory pathways were identified (Table 2). 

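For the 30 immune genes of Table 2, 7 transcript clusters were higher in the HCA group past both thresholds and 18 were lower. HRH2, GIMAP7, RTKN2 and the cluster shared by GIMAP1 and GIMAP5 were higher in mean, with a fold change of group means under 1.5. In 2 of the 30, TRGV3 and TRGV4, the arrays of the groups did not overlap. The genes were picked by the paper from its list for these samples, so their directions are no independent evidence.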

Twelve genes were up-regulated and 18 genes were down-regulated. 

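KLRC3 (TC12003271.hg.1), an NKG2 family receptor of natural killer cells, was higher in the HCA group by a log2 fold change of 0.83 (standard error 0.36, n = 5 arrays per group, exact permutation p = 0.0873). CD99, a cell surface glycoprotein of leukocyte migration, was higher by 0.60 at its X chromosome cluster (standard error 0.19, permutation p = 0.0397), which is not the cluster of Table 2. A fold under 1.5 kept the histamine receptor HRH2 (TC05000981.hg.1; 0.55, standard error 0.21, permutation p = 0.0556) and RTKN2 (TC10001324.hg.1; 0.54, standard error 0.21, permutation p = 0.0635) from passing. Of 22 measured genes of type 2 immunity and asthma, 0 were past both thresholds or passed adjusted over the list alone. HRH2 had the largest increase, CRLF2, a subunit of the TSLP receptor, had -0.34, and GATA3, the TH2 transcription factor, had 0.25. The median of these 22 was -0.04 (camera adjusted p = 0.336). The KLRC3 call ended without any of 7 arrays (0.56 the smallest log2 fold change), and the CD99 call at the cluster of Table 2 without any of 4.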

The up-regulated genes have been previously associated with asthma; hyper-reactivity and allergy (CCR2, HRH2, PTEN); lung development and apoptosis (CHRNA7, RTKN2); and immune function (GIMAP4, GIMAP7, KLRC3 and CD99) (Table 3). Similarly, the down-regulated genes have roles in asthma and airway modeling (PTGS2, AREG, HBEGF, PLAUR, CAMP, LTF, FCAR, PDE4B, ZNF331 and IRAK2) and immune function (NR4A3, NFIL3, ADGRE3, TARM1 and ZC3H12A). 

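FCAR (TC19000885.hg.1), the IgA receptor of myeloid cells, was lower in the HCA group by a log2 fold change of -1.03 (standard error 0.26, n = 5 arrays per group, exact permutation p = 0.0159). NFIL3 (TC09001325.hg.1), a transcription factor of natural killer cell development, had -1.07 (standard error 0.41, permutation p = 0.0476), and ADGRE3 (TC19001241.hg.1), an adhesion receptor of myeloid cells, had -0.80 (standard error 0.35, permutation p = 0.0873). Each of the genes named in these groups was lower and past both thresholds. Of 13 measured anti-inflammatory genes, NFIL3 was lower and 12 did not pass, with 0 adjusted over the list alone. CD163, a scavenger receptor of monocytes, had 0.79 and IL10 -0.42. Their median was -0.07 (camera adjusted p = 0.280), and the list passed camera without HCA replicate 3 (0.00146). NFIL3 was no longer past both thresholds without HCA replicate 1 (-0.91), 2 (-0.86) or 5 (-0.99) or control replicate 5 (-0.99), and ADGRE3 without any of 7 arrays (-0.64 the smallest).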

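CXCL1 (TC04000411.hg.1), a chemokine that attracts neutrophils, had a mean log2 signal of 7.18 ± 0.61 (SD, n = 5 arrays) in the HCA group and 7.90 ± 0.48 (SD, n = 5) in the control group. The log2 fold change was -0.72 (standard error 0.31, permutation p = 0.0952), past both thresholds with all 10 arrays and not without any of 7 of them (-0.54 the smallest).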

The down-regulated gene CXCL1 has a role in lung development and BPD (Table 4).

**Table 2:** Differential expression of genes related to immune response after exposure to HCA.

Gene Symbol	Up/Down	Fold Change	P-value	HCA Group Average Expression	Control Group Average Expression
**CCR2**	**Up-regulated Genes**	**2.51**	0.0417	765.36	304.44
**TRGV4**		**2.32**	0.0002	140.07	60.13
**GIMAP4**		**2.29**	0.0118	52498.92	23010.42
**TRGV3**		**2.24**	0.000045	179.77	79.89
**KLRC3**		**1.8**	0.0433	1458.23	809.00
**HRH2**		**1.74**	0.0233	1734.13	1002.93
**CHRNA7**		**1.61**	0.0201	33.36	20.68
**GIMAP7**		**1.61**	0.0086	4482.23	2778.33
**RTKN2**		**1.59**	0.0294	153.28	96.34
**CD99**		**1.56**	0.0121	2646.74	1698.45
**PTEN**		**1.55**	0.0275	694.58	448.82
**GIMAP1-GIMAP5; GIMAP5; GIMAP1**		**1.53**	0.0155	989.12	648.07
**PTGS2**	**Down-regulated Genes**	**−35.91**	0.0205	252.48	9089.59
**AREG**		**−6.03**	0.001	313.00	1884.54
**HBEGF**		**−5.18**	0.0022	385.34	2005.85
**PLAUR**		**−4.89**	0.0138	1448.15	7082.29
**CAMP**		**−4.09**	0.0011	657.11	2683.69
**NR4A3**		**−4.07**	0.0128	143.01	580.04
**LTF**		**−3.49**	0.0208	2683.69	9345.14
**NFIL3**		**−2.77**	0.0262	1192.69	3304.00
**FCAR**		**−2.35**	0.0023	2256.70	5330.30
**PDE4B**		**−2.33**	0.0125	280.14	652.58
**ADGRE3**		**−2.3**	0.042	680.29	1573.76
**CXCL1**		**−2.05**	0.0404	112.21	229.13
**TARM1**		**−2.02**	0.0059	116.16	235.57
**SNAI1**		**−1.93**	0.0083	47.18	91.14
**ZNF331**		**−1.77**	0.0308	288.01	512.00
**ZC3H12A**		**−1.76**	0.0422	256.00	451.94
**IRAK2**		**−1.74**	0.048	164.28	284.05
**NFKBIE**		**−1.59**	0.0351	413.00	657.11

**Table 3:** Up-regulated genes after exposure to HCA and their functions.

Gene Symbol	Gene name	Function
**CCR2**	C-C Motif Chemokine Receptor 2, Receptor for monocyte chemoattractant protein-1	Role in asthma, inflammation
**GIMAP4**	GTPase, Immunity-Associated Protein family member 4	T- and B-cell development and survival, T-cell apoptosis
**KLRC3**	Killer Cell Lectin-Like Receptor Subfamily C, Member 3	Natural Killer receptor gene, role in cell proliferation
**TRGV3**	T Cell Receptor Gamma Variable 3	Peptide antigen binding, immune response
**HRH2**	Histamine Receptor H2	Histamine receptor gene, role in hypersensitiviy
**CHRNA7**	Cholinergic Receptor Nicotinic Alpha 7 Subunit	Alter airway morphometry and lung function
**GIMAP7**	GTPase, Immune-Associated Nucleotide-Binding Protein 7	Regulators of lymphocyte survival and homeostasis (Schwefel D 2013)
**RTKN2**	Rhotekin 2	Role in apoptosis
**CD99**	Cluster of differentiation 99, Single-chain type-1 glycoprotein	Role in cell adhesion, migration, death, differentiation and diapedesis, and it influences processes associated with inflammation, immune responses (pasello M 2018)
**VNN2**	Vanin 2	Hematopoietic cell trafficking, Role in oxidative-stress
**PTEN**	Phosphatase And Tensin Homolog	Role in asthma, hyper-reactivity

**Table 4:** Down-regulated genes after exposure to HCA and their functions.

Gene symbol	Gene name	Function
**PTGS2**	Prostaglandin-Endoperoxide Synthase 2	Role in asthma and lung inflammation, hyperoxia induced lung injury
**GOS2**	G0/G1 Switch 2	Regulation of lipid metabolism
**AREG**	Amphiregulin, Colorectum Cell-Derived Growth Factor	Role in asthma, airway modelling, BPD
**HBEGF**	Heparin-Binding Epidermal Growth Factor	Role in asthma, airway modelling
**PLAUR**	Plasminogen Activator, Urokinase Receptor	Role in asthma, COPD
**CAMP**	Cathelicidin Antimicrobial Peptide	Role in asthma, lung infection
**NR4A3**	Nuclear Receptor Subfamily 4 Group A Member 3	Regulates neutrolphils number and survival, Treg cell development through activation of Foxp3
**LTF**	Lactotransferrin	Role in asthma, BPA VAP
**FCAR**	Fc Fragment Of Immunoglobulin Alpha Receptor	SNP associated with allergic asthma (Jasek M 2004)
**NFIL3**	Nuclear Factor, Interleukin 3 Regulated	Critical regulator for IgE production and airway hyper-responsiveness.
**PDE4B**	Phosphodiesterase 4B	Role in asthma, inhibitors use as treatment
**ADGRE3**	Adhesion G Protein-Coupled Receptor E3	Modulator of immune cell funtion
**CXCL1**	C-X-C Motif Chemokine Ligand 1	Role in BPD, lung alveolization
**TARM1**	T Cell-Interacting, Activating Receptor On Myeloid Cells 1	Upregulated by LPS, recruitment to site of inflammation
**SNAI1**	Snail Family Transcriptional Repressor 1	Β-catenin target gene, lung fibrosis
**ZNF331**	Zinc Finger Protein 331	Pathogenesis of asthma
**ZC3H12A**	Zinc Finger CCCH-Type Containing 12A	Regulates the development and function of IL-5-producing T_H_2 cells through the Notch/Gata3 pathway
**IRAK2**	Interleukin 1 Receptor Associated Kinase 2	IRAK2 Attenuate the Proinflammatory Effects of IL-33 in Asthma-like Mouse Models.

### Ingenuity Pathway Analysis

Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) by loading 366 probe sets that were differentially expressed with HCA^19^. Seventy-three functions were modified by differential gene expression with exposure to HCA. Important functions modified with the exposure to HCA are listed in Table 5. The modification of functions with HCA included genes related to immune system, inflammatory response, connective tissue disorders, neurodevelopmental disorders, hematological development and disorders, and respiratory development and disorders. 

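NFKBIE (TC06001762.hg.1) and NFKBID (TC19001457.hg.1), inhibitors of the NF-kB family, were lower in the HCA group by log2 fold changes of -0.74 (standard error 0.31, permutation p = 0.0556) and -0.72 (standard error 0.23, permutation p = 0.0317). The phosphatase DUSP2 (TC02002102.hg.1) had -0.93 (standard error 0.32, permutation p = 0.0397), the phosphatase PTPRE -0.64 and CCNH -0.62. Clusters named only in the supplementary table had -0.67 for DUSP6 (TC12002493.hg.1), -0.75 for ADD2 (TC02004331.hg.1) and -0.65 for the receptor IL23R (TC01004453.hg.1), while those annotated with the symbols had -0.57, -0.44 and -0.14 and were not past both thresholds. HLA-DQB1 (TC06003603.hg.1) had -2.69 (standard error 0.84, permutation p = 0.0238), and its spread within groups was at percentile 99.8 among clusters of like brightness. The 7 clusters annotated with HLA-DQB1 ran from -1.91 to -0.20, and 0 of them passed. The 19 canonical pathways of Table 6 name 19 distinct molecules, of which 14 were past both thresholds at the clusters used here. MYH10 (-0.47), the cell cycle inhibitor CDKN1A (-0.49), TIMP1 (-0.55) and TNFRSF10B (-0.56) did not pass. A further MYH10 cluster of the supplementary table (TC17002479.hg.1) had -0.80 (standard error 0.35) and was past both thresholds. Table 6 gives no clusters, so the 14 depend on which cluster is taken. NFKBIE or NFKBID was a molecule of 15 of the 19 pathways and PTGS2 of 8, and 2 pathways held none of NFKBIE, NFKBID and PTGS2. Of 16 measured p53 targets, the kinase gene PLK2 was lower (-0.79) and 15 did not pass, with 0 adjusted over the list alone. Their median was 0.01 and their mean -0.08, and camera's direction was lower (adjusted p = 0.971). Of 14 glucocorticoid-induced genes, 0 passed both thresholds or adjusted over the list alone, with SGK1 at -0.67, FKBP5 at 0.28 and a median of -0.12 (camera adjusted p = 0.837). Calls ended without any of 6 arrays for NFKBIE (-0.49 the smallest), 7 for DUSP6 (-0.52), 7 for PLK2 (-0.53), 5 for IL23R (-0.51), 3 for PTPRE (-0.53) and 3 for CCNH (-0.52). The molecules were picked from the paper's list, and the pathway software was not run here.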

Ingenuity Canonical Pathway Analysis identified 207 pathways that were modified after exposure to HCA, of which 19 pathways are known to be important in immune regulation and inflammatory responses (Table 6).

**Table 5:** Functions modified with exposure to HCA.

Modified Functions	Number of Genes Involved	Range of p-value for genes involved
Cellular Movement	46	1.26E-13-1.52E-03
Immune Cell Trafficking	38	1.26E-13-1.03E-03
Inflammatory Disease	46	7.43E-13-1.25E-03
Cell Death and Survival	60	1.5E-12-1.46E-03
Immunological Disease	47	2.74E-12-1.25E-03
Connective Tissue Disorders	38	3.3E-12-1.47E-03
Inflammatory Response	55	3.55E-11-1.38E-03
Neurological Disease	32	1.29E-10-1.38E-03
Cell-To-Cell Signaling and Interaction	40	3.45E-10-1.51E-03
Hematological System Development and Function	44	3.45E-10-1.51E-03
Cellular Growth and Proliferation	49	2.3E-07-1.46E-03
Hematopoiesis	27	4.16E-07-9.74E-04
Lymphoid Tissue Structure and Development	33	4.16E-07-9.74E-04
Cellular Function and Maintenance	42	4.95E-07-1.52E-03
Humoral Immune Response	15	5.54E-07-1.4E-03
Infectious Diseases	28	6.5E-07-1.39E-03
Respiratory Disease	19	6.5E-07-1.23E-03
Cell Cycle	26	6.84E-07-1.49E-03
Gene Expression	37	6.84E-07-1.5E-03
Free Radical Scavenging	14	7.69E-06-9.02E-06
Cell-mediated Immune Response	15	2.3E-05-5.63E-04
DNA Replication, Recombination, and Repair	11	1.06E-04-4.46E-04
Antimicrobial Response	9	2.39E-04-2.39E-04
Nervous System Development and Function	15	3.11E-04-1.19E-03
Post-Translational Modification	14	3.43E-04-3.43E-04
Hypersensitivity Response	5	3.8E-04-3.8E-04
Hematological Disease	39	4.13E-04-1.09E-03
Cellular Assembly and Organization	6	8.04E-04-8.04E-04
Psychological Disorders	3	9.59E-04-9.59E-04
Respiratory System Development and Function	2	9.59E-04-9.59E-04
Developmental Disorder	12	1.24E-03-1.24E-03
Behavior	17	1.47E-03-1.47E-03

**Table 6:** Canonical pathways in ingenuity pathway analysis associated with differentially expressed genes between control and HCA groups.

Ingenuity Canonical Pathways	−log_10_(p-value)	Molecules involved in pathways
Protein Kinase A Signaling	4.46	PTEN,PTGS2,PTPRE,DUSP6,MYH10, NFKBIE,PDE4B,ADD2,DUSP2,NFKBID
PI3K/AKT Signaling	3.32	PTEN,PTGS2,CDKN1A,NFKBIE,NFKBID
IL-17A Signaling in Airway Cells	3.12	PTEN,CXCL1,NFKBIE,NFKBID
MIF-mediated Glucocorticoid Regulation	3.09	PTGS2,NFKBIE,NFKBID
MIF Regulation of Innate Immunity	2.83	PTGS2,NFKBIE,NFKBID
iCOS-iCOSL Signaling in T Helper Cells	2.46	PTEN,HLA-DQB1,NFKBIE,NFKBID
TNFR2 Signaling	2	NFKBIE,NFKBID
IL-17 Signaling	1.99	PTGS2,CXCL1,TIMP1
4-1BB Signaling in T Lymphocytes	1.91	NFKBIE,NFKBID
IL-1 Signaling	1.9	NFKBIE,IRAK2,NFKBID
PPAR Signaling	1.9	PTGS2,NFKBIE,NFKBID
IL-17A Signaling in Fibroblasts	1.84	NFKBIE,NFKBID
B Cell Activating Factor Signaling	1.71	NFKBIE,NFKBID
IL-8 Signaling	1.7	HBEGF,PTGS2,CXCL1,IRAK2
p53 Signaling	1.68	PTEN,CDKN1A,TNFRSF10B
PI3K Signaling in B Lymphocytes	1.54	PTEN,NFKBIE,NFKBID
Glucocorticoid Receptor Signaling	1.49	CCNH,PTGS2,CDKN1A,NFKBIE,NFKBID
IL-10 Signaling	1.29	NFKBIE,NFKBID
T Helper Cell Differentiation	1.29	HLA-DQB1,IL23R

### IPA Networks

IPA picked up important networks related to immune, inflammatory, and neurological pathways. Four were closely related to immune modulation and inflammatory response and two were related to neurologic disease. Networks 1 through 4 are shown in Fig. 1. Network 1 is related to humoral immune response, protein synthesis, cellular function and maintenance. Network 2 is related to post-translational modification, cellular development, connective tissue development and function. Network 3 is related to cellular movement, cell cycle, connective tissue development, and function. Network 4 is related to cellular movement, hematological system development and function, and hematopoiesis. Networks 5 and 6 are closely related to neurological disease (Fig. 2). Network 5 involves organismal injury and abnormalities, reproductive system disease, and neurological disease. Network 6 involves dermatological diseases and conditions, organismal injury and abnormalities, as well as neurological disease.

**Figure 1:**
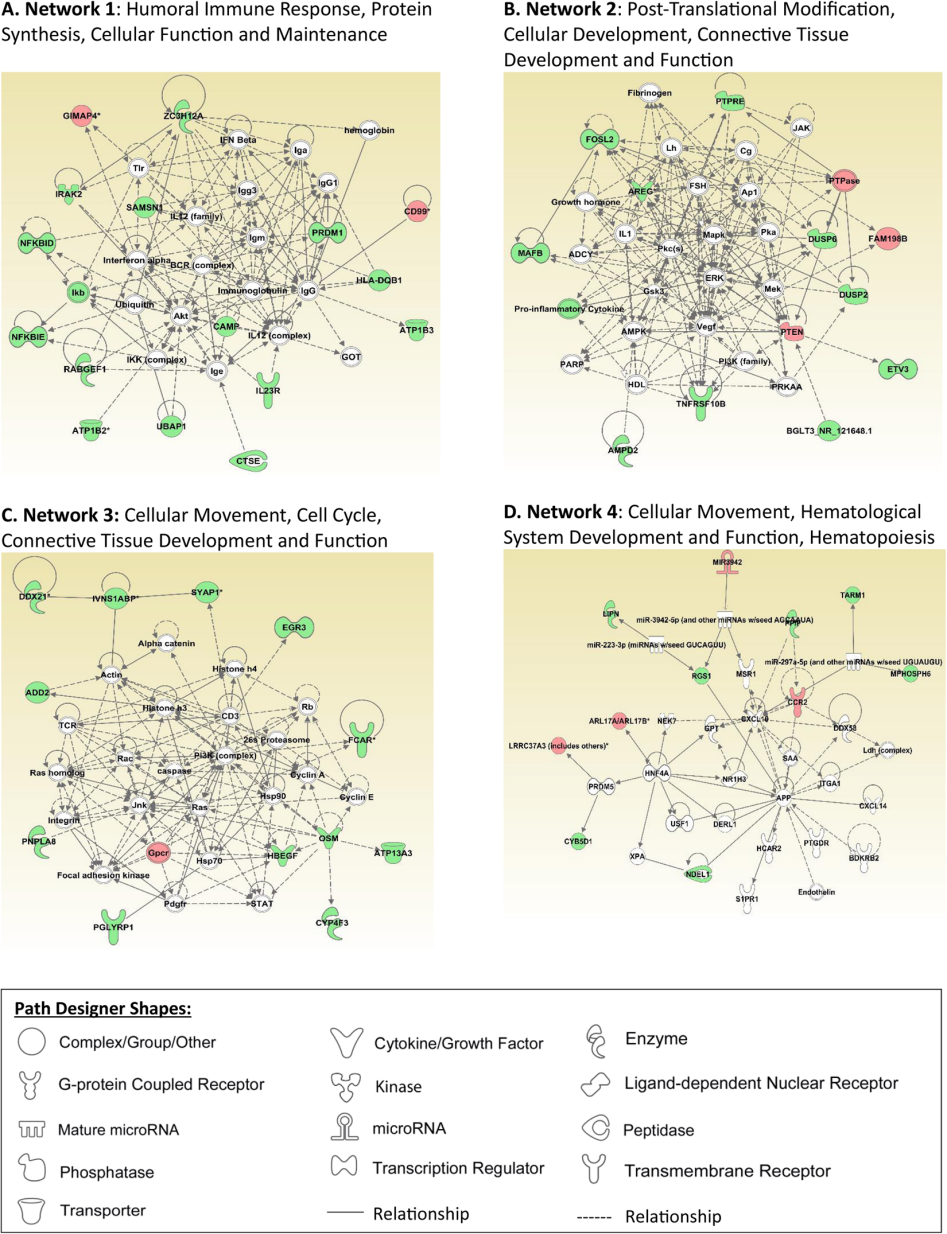
Ingenuity pathway analysis networks related to immune modulation and inflammatory response are presented in this figure (**A**–**D**). Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) by loading 366 probe sets that were differentially expressed with HCA^19^.

**Figure 2:**
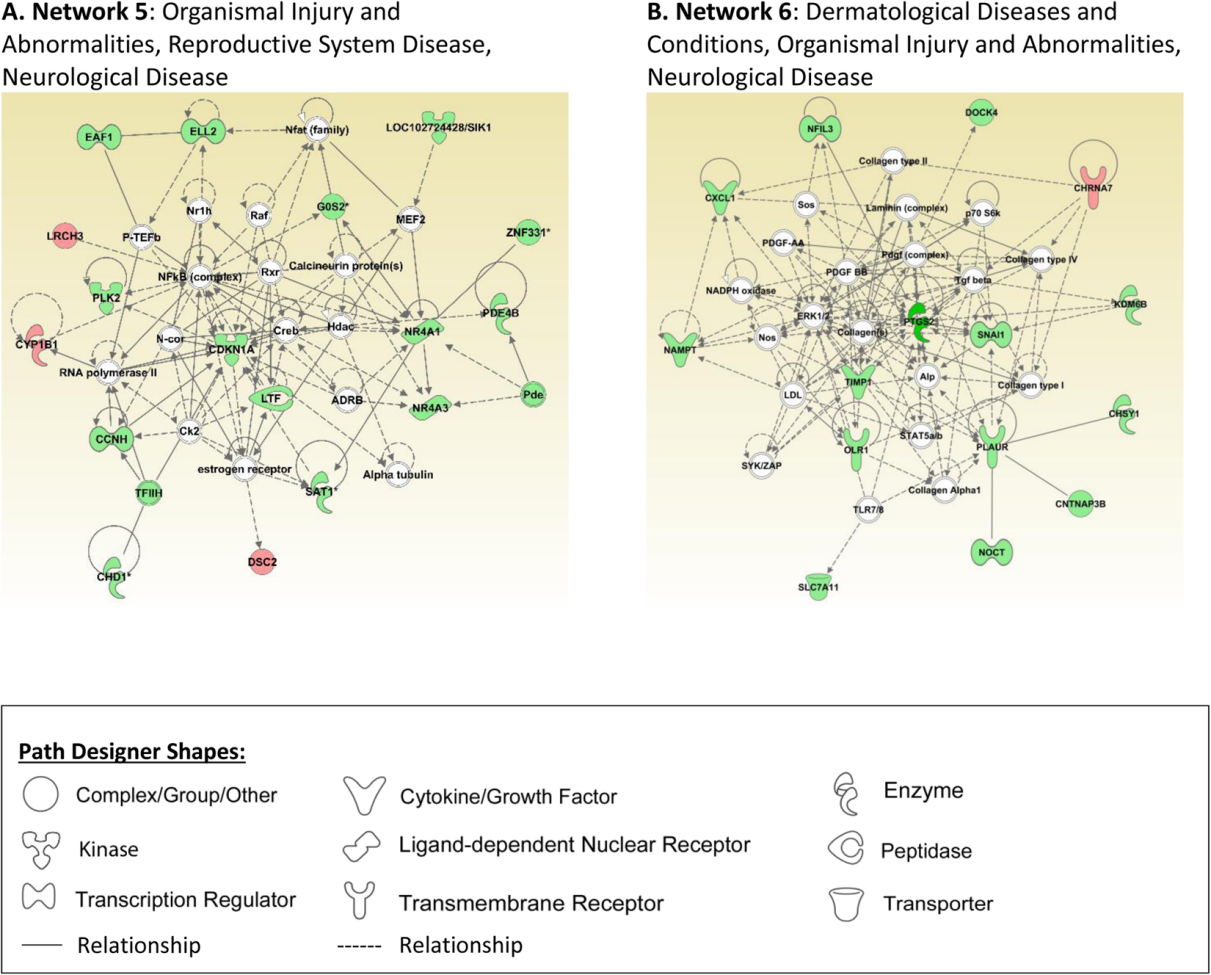
Ingenuity pathway analysis networks related to neurological disease are presented in this figure (**A,B**). Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) by loading 366 probe sets that were differentially expressed with HCA^19^.

### Quantitative Real Time PCR Verification

To confirm gene expression results, we selected seven genes from the differentially expressed gene list that were closely related to inflammatory response and immune modulation. A quantitative Real-Time PCR was performed using total RNA to validate the microarray data from the same neonates studied by microarray analysis (Fig. 3). Of the seven selected differentially expressed genes, five were down-regulated (GOS2, AREG, HBEGF, CAMP and LTF) and two were up-regulated (VNN2 and TRGV3). 

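G0S2 (TC01001749.hg.1), an inhibitor of lipolysis, had a mean log2 signal of 11.19 ± 1.66 (SD, n = 5 arrays) in the HCA group and 13.57 ± 0.86 (SD, n = 5) in the control group, a log2 fold change of -2.38 (standard error 0.73, permutation p = 0.0238). A further G0S2 cluster had -3.13 (standard error 0.90). AREG (TC04002953.hg.1), an EGF receptor ligand, had 8.69 ± 0.99 and 10.67 ± 0.52, a log2 fold change of -1.97 (standard error 0.44, permutation p = 0.0159). HBEGF (TC05001854.hg.1), of the same ligand family, had 9.04 ± 1.07 and 10.92 ± 0.55, a log2 fold change of -1.88 (standard error 0.47, permutation p = 0.0238). VNN2 (TC06003855.hg.1), a pantetheinase family gene, was higher, with 13.88 ± 0.65 and 12.88 ± 0.40, a log2 fold change of 1.00 (standard error 0.30, permutation p = 0.0238). The PCR's housekeeping gene ACTB (TC07001120.hg.1) had 14.35 ± 0.06 and 14.33 ± 0.17 on the arrays (log2 fold change 0.03, permutation p = 0.778). Of 8 measured reference genes, 0 were past both thresholds or passed adjusted over the list alone, with TBP at 0.22, GAPDH at -0.00 and a median of 0.05 (camera adjusted p = 0.0880). The reference list passed camera without control replicate 1 (0.0397) or HCA replicate 3 (0.0438). PCR values per infant were not analysed here.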

Fold-changes obtained by RT-PCR were consistent with microarray results. All fold changes in RT-PCR results reached significance (p ≤ 0.05) except for TRGV3 (p = 0.24). A comparison of the microarray data with RT-PCR results is shown in Table 7.

**Figure 3:**
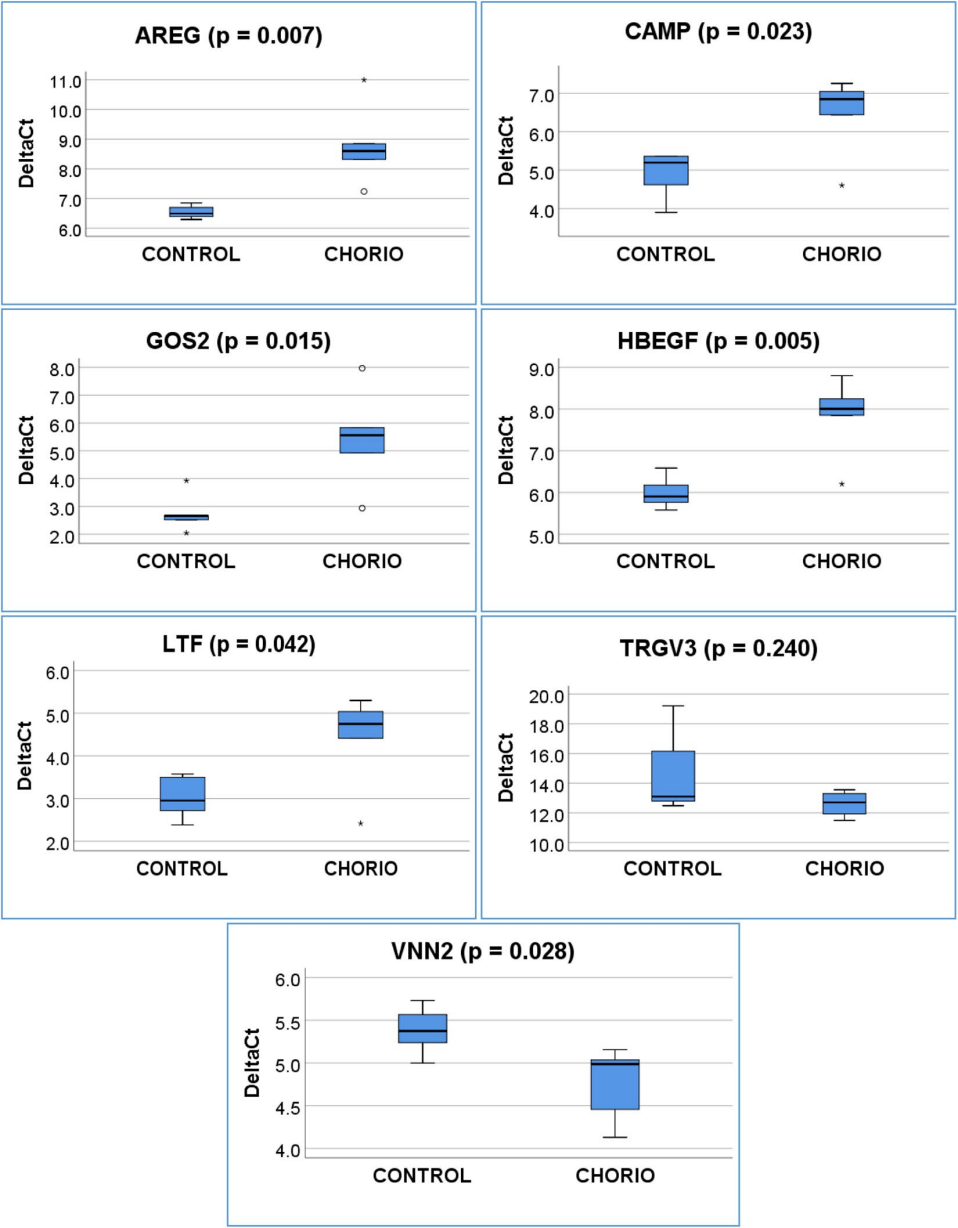
Box plot for real-time PCR data on selected genes in the two groups (Control and HCA) are presented in this figure.

**Table 7:** Validation of microarray data with real-time PCR.

Gene Symbol	Microarray		Real-Time PCR	
	Fold Change	p-value	Fold Change	p-value
GOS2	−3.18	0.011	−6.42	0.015
AREG	−2.54	0.006	−4.78	0.007
HBEGF	−2.15	0.008	−3.53	0.005
CAMP	−1.83	0.005	−2.93	0.023
LTF	−1.73	0.044	−2.56	0.042
VNN2	1.56	0.021	1.55	0.028
TRGV3	1.78	9.18E-04	3.67	0.240*

## Discussion

Histological chorioamnionitis is associated with significant long-term morbidities including asthma and allergic and neurological disorders in preterm and term infants^4–9^. The exact mechanism of increased risk for asthma and allergic disorders in neonates born to mothers with HCA is not well understood. Inflammatory mediators released with HCA may reprogram the developing immune, respiratory, and neurological systems, leading to allergy, asthma, and immunological and neurological disorders^20,21^. To our knowledge, this is the first study reporting the differential gene expression profile in cord blood mononuclear leukocytes in term infants exposed to HCA. Our data indicate that the key genes regulating inflammatory, immune, respiratory, and neurological pathways are differentially expressed in cord blood leukocytes from term infants born to mothers with HCA.

Based on fold change, the top up-regulated genes included chemokine receptor CCR2, T-cell receptor gamma variable-3 (TRGV3), and TRGV4. 

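TRGV3 (TC07001300.hg.1) and TRGV4 (TC07001299.hg.1), variable segments of the T-cell receptor gamma chain of γδ T cells, were higher in every HCA array than in every control array. TRGV3 had a mean log2 signal of 7.46 ± 0.15 (SD, n = 5 arrays) in the HCA group and 6.30 ± 0.41 (SD, n = 5) in the control group, a log2 fold change of 1.16 (standard error 0.18). For TRGV4 these were 7.25 ± 0.30, 5.98 ± 0.50 and 1.28 (standard error 0.23). Both had a permutation p of 0.00794. TRGV5 (TC07001298.hg.1) was higher by 0.95 (standard error 0.32, permutation p = 0.0159). Of 8 measured γδ T-cell genes, these 3 were higher past both thresholds, 0 were lower and 5 did not pass, among them TRGV2 (0.45), TRGV8 (0.46), TRGV10 (0.17) and the delta segments TRDV1 (0.23) and TRDV3 (0.003). Adjusted over the list alone, 4 passed. TRGV3 and TRGV4 are in the paper's list for these samples and are no independent evidence. The list was higher by camera (adjusted p = 1.93e-08, and adjusted p = 0.0672 with an estimated correlation). Its mean was 6.84 ± 0.12 (SD, n = 5 arrays) against 6.26 ± 0.24 (SD, n = 5; exact permutation p = 0.00794). In the other lists that passed camera, the exact permutation p of the list mean ran from 0.0556 (GIMAP family) to 0.492 (T cells). Natural killer cell markers were also higher in mean, with a median of 0.39 and 0 of 16 past both thresholds. Their list had a camera adjusted p of 0.506 with an estimated correlation. With the fold taken from Tukey biweight averages, TRGV5 had 0.41 and was not past both thresholds. Values of the 6 TRGV clusters, centred by group, had a median pairwise correlation of 0.203.

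**Figure D2:**
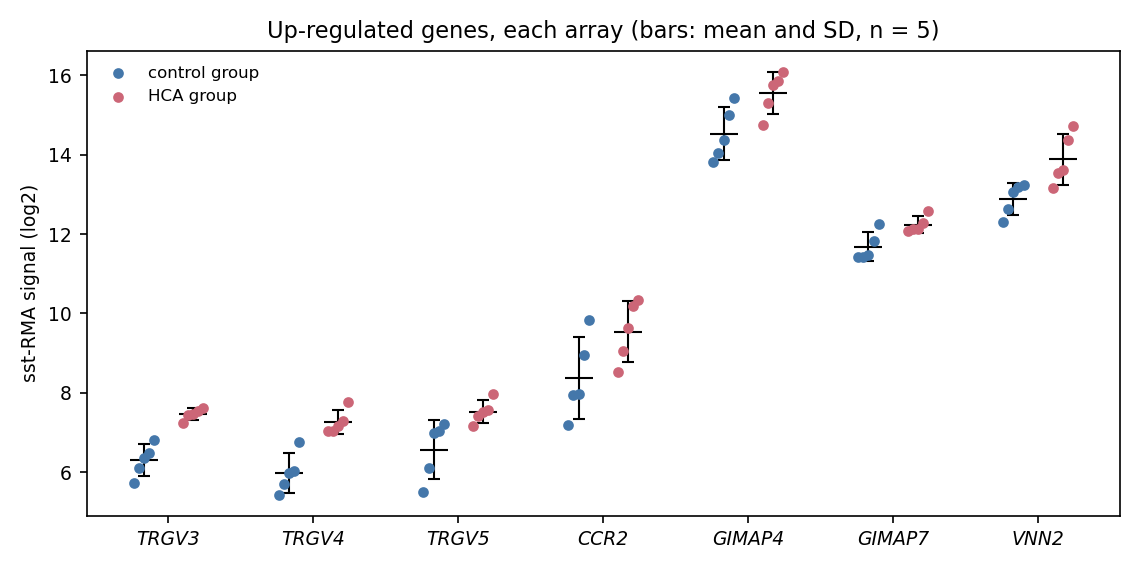
Log2 sst-RMA signal (y axis) of 7 genes higher in the HCA group (x axis) on each array, control group in blue and HCA group in red. Points are arrays, and bars are the mean and SD of 5 arrays. For TRGV3 the HCA arrays lie between 7.23 and 7.61 and the control arrays between 5.74 and 6.81, while the groups overlap for CCR2 (8.51 to 10.33 and 7.18 to 9.84).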

CCR2 is an important chemokine receptor that induces macrophage and monocytes recruitment to sites of inflammation^22^. CCR2 is up-regulated on T-helper cells in an animal model of allergic asthma and blocking of CCR2 suppressed airway inflammation^18^.The top down-regulated genes included HBEGF, LTF, CAMP, and NR4A3. HBEGF is a potent vasodilator of intestinal microvasculature, and supplementation of HBEGF reduced intestinal injury in animal models of necrotizing enterocolitis (NEC)^23–25^.

*In utero* exposure to HCA leads to fetal inflammatory response syndrome. Understanding the effects of the fetal inflammatory response on the programming of immune, respiratory, and neurological systems in neonates could lead to new ways of modulating these responses and improving long-term consequences. We have identified several key genes involved in immune function, inflammation, and lung development that are expressed differentially after exposure to HCA. These candidate genes are likely to play a critical role in long-term consequences including bronchopulmonary dysplasia (BPD), asthma, allergy, and immunological disorders in neonates exposed to HCA. This warrants further functional investigation.

We report that several important genes involved in the immune system are up-regulated in cord blood mononuclear cells after exposure to HCA. RTKN2 has anti-apoptotic properties, is highly expressed in T-cells, and plays a role as a key signaling switch for regulation of genes involved in T-cell survival^26^. RTKN2 may prolong survival of inflammatory cells and contribute to an exaggerated inflammatory response in neonates exposed to HCA. CD99 is a cell surface protein involved in cell adhesion, migration, differentiation, and apoptosis, and influences processes associated with inflammation and immune response^27^. GIMAP family members play a role in T-helper cell differentiation^28^. GIMAP4 and GIMAP5 have a role in T-cell survival. 

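GIMAP4, a GTPase of lymphocytes, was higher in the HCA group by a log2 fold change of 1.02 at the cluster of Table 2 (TC07002675.hg.1; standard error 0.34, permutation p = 0.0397) and by 0.53 at the cluster annotated with its symbol (TC07001004.hg.1; standard error 0.24). The cluster shared by GIMAP1 and GIMAP5 (TC07003399.hg.1) had 0.47 (standard error 0.16, permutation p = 0.0476) and GIMAP7 (TC07001003.hg.1) had 0.56 (standard error 0.17, permutation p = 0.0317), both with a fold under 1.5, while a further GIMAP7 cluster of the supplementary table had 0.64 (standard error 0.25) and was past both thresholds, though not with the test named in the methods. All 5 measured members of the GIMAP list were higher in mean, with GIMAP8 at 0.88, GIMAP6 at 0.36, GIMAP2 at 0.20 and a median of 0.53. At the clusters annotated with a single symbol, 0 were past both thresholds, and 2 passed when adjusted over the list alone. The list was higher by camera (adjusted p = 1.48e-05, and adjusted p = 0.220 with an estimated correlation), and 2 of its members are in the paper's list.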

GIMAP7 is also a regulator of lymphocyte survival and homeostasis^29^. NR4A3, a gene involved in protein coding that regulates Treg cell development through activation of FoxP3, and which may have potential for therapeutic target for immune disorders, was down-regulated^30^. NR4A3 also positively regulates neutrophil survival and homeostasis^31^.

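Immediate early genes and NF-kB targets were lower in the HCA group as lists by camera, and neither list passed with an estimated correlation (adjusted p = 0.449 for each). Of 30 measured immediate early genes, which are transcribed within minutes of stimulation, 5 were lower: NR4A3, DUSP2, CSRNP1 (-1.16, standard error 0.45), SIK1 (-1.04, standard error 0.37) and NR4A1 (-0.84, standard error 0.30). None, 0 in all, was higher and 25 did not pass, among them EGR1 at -1.34 (standard error 1.05), FOS at 0.02 and JUN at 0.47. As a list they had a median of -0.38 (camera adjusted p = 1.48e-05, exact permutation p of the list mean 0.198). Of 22 measured NF-kB targets and regulators, NFKBID, NFKBIE and ZC3H12A were lower, 0 were higher and 19 did not pass. ICAM1, an adhesion molecule, had -0.88, CD83 had -0.73 and TNFAIP3, which encodes the inhibitor A20, had -0.39. NF-kB targets had a median of -0.27 (camera adjusted p = 1.58e-05, exact permutation p of the list mean 0.270). Adjusted over the list alone, 0 passed in either list, and the paper's list holds 6 and 3 of their members, so these are no independent evidence.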

Our data indicate that several key pro-inflammatory mediators are down-regulated in cord blood mononuclear leukocytes after exposure to HCA. The down-regulation of a few pro-inflammatory mediators likely is a modulating mechanism for the exaggerated inflammatory response induced by HCA. The inflammatory mediators downregulated by HCA include PDE4B, CXCL1, TARM1, and IRAK2. 

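PDE4B (TC01000733.hg.1) had a log2 fold change of -0.98 (standard error 0.33, n = 5 arrays per group, exact permutation p = 0.0476). TARM1 (TC19001830.hg.1), an activating receptor of myeloid cells, had -0.67 (standard error 0.20, permutation p = 0.0317), and IRAK2 (TC03000056.hg.1), a kinase of interleukin-1 signalling, had -0.73 (standard error 0.32, permutation p = 0.0635). Of 24 measured pro-inflammatory cytokines and chemokines, CXCL1 and OSM (-0.66), a cytokine of the IL-6 family, were lower, 0 were higher and 22 did not pass. The neutrophil chemokine CXCL8 had -2.06 (standard error 1.03), IL1B -2.01 (standard error 1.28), CXCL2 -1.59 (standard error 0.77) and IL6 -1.02 (standard error 0.74), while the T-cell chemokine CCL5 had 0.56 (standard error 0.34) and TNF -0.17. The list median was -0.14, and the list was lower by camera (adjusted p = 0.0042, and adjusted p = 0.449 with an estimated correlation), with 0 members adjusted over the list alone. Of 20 measured genes of Toll-like receptor and interleukin-1 signalling, IRAK2 was lower and 19 did not pass, with TLR2 at 0.14, TLR4 at 0.13, 0 adjusted over the list alone and a median of 0.18 (camera adjusted p = 0.374). The cytokine list did not pass camera without control replicate 1 (adjusted p = 0.222) or HCA replicate 5 (0.0718), the signalling list passed without control replicate 3 (0.0156) or with the mature neutrophil list as a covariate (0.0475), and calls ended without any of 7 arrays for IRAK2 (-0.52 the smallest) and 8 for OSM (-0.57).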

PDE4B degrades cyclic AMP, a second messenger involved in inflammatory process. Selective inhibition of PDE4B is a therapeutic target for inflammatory and allergic disorders^32^. CXCL1 is a potent neutrophil chemoattractant that plays a role in the development of BPD^33^. IRAK2 forms a Myddosome complex with Myd88 and IRAK4, activating downstream NF-kB and MAPKs P38 and JNK, leading to inflammatory response^34^. The roles of these pro-inflammatory mediators downregulated by exposure to HCA need further investigation.

We also report that several key genes involved in lung development, BPD, and asthma are expressed differentially in cord blood mononuclear cells after exposure to HCA. 

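CHRNA7 (TC15001137.hg.1), the alpha 7 subunit of the nicotinic acetylcholine receptor, had a mean log2 signal of 5.04 ± 0.52 (SD, n = 5 arrays) in the HCA group and 4.39 ± 0.30 (SD, n = 5) in the control group. The log2 fold change was 0.65 (standard error 0.24, permutation p = 0.0476), past both thresholds. Both means lie below the median signal of every array. The call ended without control replicate 2 (0.55), HCA replicate 2 (0.51) or HCA replicate 4 (0.55).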

Exposure to HCA upregulates CHRNA7, a key mediator of the biological effects of nicotine. CHRNA7 plays a critical role in lung development as well in the pathogenesis of asthma^35,36^, and inhibition of CHRNA7 is an important therapeutic target for asthma^36^. Amphiregulin (AREG) is a member of the epidermal growth factor family and contributes to the regulation of cell proliferation. Recombinant AREG suppresses epithelial cell apoptosis in LPS-induced lung injury in mice^37^. Down-regulation of AREG by HCA may contribute to the development of BPD by increasing epithelial cell apoptosis. CAMP plays a critical role in innate immunity against invasive bacterial infections. CAMP is an important host defense against respiratory pathogens. Suppression of CAMP by HCA may increase the risk for recurrent respiratory infections in neonates exposed to HCA. Ramos-Martinez *et al*. showed that treatment with vitamin D reduced respiratory infections in patients with asthma, and this effect was mediated by increase in CAMP^38^. LTF is an important mucosal antimicrobial protein that is also downregulated in neonates exposed to HCA. Revenis showed that the level of LTF was lower in tracheal aspirate samples from premature infants who developed BPD^39^. Additionally, LTF can down-regulate allergic airway inflammation in asthma^40^. In an animal model of allergic rhinitis, LTF administration in the nostril alleviated allergic rhinitis and its mechanisms^41^. NFIL3 is the most strongly induced transcription factor by IL-4 stimulation and is a critical regulator of IgE production and airway hyper-responsiveness^42,43^. The target genes (SNAI1, ZNF331, Zc3h12a) for the canonical Wnt/B-catenin pathway are down-regulated after exposure to HCA. These target genes of Wnt/B-catenin pathways play a role in the pathogenesis of asthma^44–46^. 

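SNAI1 (TC20000395.hg.1), a repressor of epithelial genes, had a log2 fold change of -0.79 (standard error 0.24, n = 5 arrays per group, exact permutation p = 0.0238). ZNF331 (TC19000812.hg.1) had -0.70 (standard error 0.28, permutation p = 0.0635), and ZC3H12A (TC01000474.hg.1), an RNase that degrades cytokine mRNAs, also had -0.70 (standard error 0.30, permutation p = 0.0873). A further ZNF331 cluster of the supplementary table (TC19002226.hg.1) had -1.36 (standard error 0.51, permutation p = 0.0635). That cluster was past both thresholds, also with the test named in the methods. Of 20 measured Wnt/β-catenin targets, SNAI1 was lower, 0 were higher and 19 did not pass. AXIN2, a common readout of the pathway, had -0.15, LEF1 0.13, CCND1 -0.18, MYC 0.39 and FOSL1, an AP-1 subunit, -0.41. The list median was -0.04, and the list was lower by camera (adjusted p = 0.0159, and adjusted p = 0.449 with an estimated correlation), with 0 members adjusted over the list alone. SNAI1 is in the paper's list. The list did not pass without HCA replicate 5 (0.149), control replicate 2 (0.0798) or control replicate 4 (0.0556), nor with quantile normalization (0.0573). ZNF331 at TC19000812.hg.1 was no longer past both thresholds without any of 5 arrays (-0.54 the smallest) and ZC3H12A without any of 6 (-0.51).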

Peng *et al*. demonstrated that Zc3h12a-knockout mice have severe spontaneous lung inflammation with an increase in IL-5- and IL-13-producing cells in the lung^45^. ZNF331 was expressed differentially in bronchial alveolar lavage cells from patients with asthma^46^. PTEN regulates airway smooth muscle contraction in allergic asthma^47^. Epithelial-mesenchymal transition (EMT) accounts for accumulation of subepithelial mesenchymal cells and contributes to airway hyper-responsiveness and remodeling^48^. Up-regulating expression of PTEN inhibits EMT and may be protective on airway modeling in asthma and BPD. PTGS2/COX2 increases lung inflammation and impairs lung development^33,49^. HBEGF overexpression is associated with airway remodeling and asthma^50^. Interestingly, we found that expression of PTGS2 and HBEGF was down-regulated in cord blood mononuclear cells after exposure to HCA. 

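Among 23 measured genes of prostaglandin and leukotriene synthesis and signalling, PTGS2 was lower, 0 were higher and 22 did not pass. The constitutive cyclooxygenase PTGS1 had 0.22, ALOX5, which starts leukotriene synthesis, had 0.43, and the prostaglandin E2 receptor PTGER4 had -0.04. The median of the 23 was 0.02 and their mean -0.08, and camera's direction was higher (adjusted p = 0.504). Of 7 measured EGF receptor ligands, HBEGF was lower and 6 did not pass, with EREG at -1.42 (standard error 0.78) and TGFA at 0.07. AREG, also lower past both thresholds, is a ligand whose clusters carry no single symbol in the annotation, so it is not among the 7. Adjusted over the list alone, HBEGF passed, 1 gene. The ligands had a median of -0.09 (camera adjusted p = 0.0880), and it passed without control replicate 2 (0.0405), HCA replicate 3 (0.00579) or HCA replicate 4 (0.0351), and with the erythroid list as a covariate (0.0306). Targets of cyclic AMP and CREB, a transcription factor pathway that prostaglandin E2 can activate, were lower by camera as a list, which did not pass with an estimated correlation (adjusted p = 0.230). Of 9 measured, NR4A3, SIK1, PDE4B and NR4A1 fell, 0 rose and 5 did not pass, with CREM at -0.31. The same 4 passed when adjusted over the list alone, and all are in the paper's list, which was chosen on these samples. The 9 targets had a median of -0.83 (camera adjusted p = 1.58e-05). NR4A3, SIK1, NR4A1, NR4A2 and FOS are also in the immediate early list, so these lists are not separate evidence.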

HBEGF was also downregulated in lung tissue after intra-amniotic LPS administration in an animal model of HCA^51^. The role of PTGS2 and HBEGF on lung development and lung inflammation needs further investigation.

Infants and children born to mothers with HCA are at not only an increased risk for development of inflammatory, immune, and allergic diseases, but they are also predisposed to abnormal neurodevelopmental disorders^7–9^. Our pathway analysis indicates that exposure to HCA affects genes involved in nervous system development, neurological disease, behavioral, developmental, and psychological disorders. Allard *et al*. showed that female rats exposed to *in utero* placental inflammation showed hyperactive behavior after puberty^52^. 

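Of 24 measured genes of the interleukin-17 axis, PTGS2 and CXCL1 were lower in the HCA group, 0 were higher and 22 did not pass. The cytokine gene IL17A had a log2 fold change of -0.15 (standard error 0.12) and its receptor gene IL17RA had 0.36. The chemokine CCL20, which draws IL-17-producing T cells, had -1.41 and the protease gene MMP9 -0.72. The list median was -0.08 and its mean -0.49, and the list was lower by camera (adjusted p = 0.0103, and adjusted p = 0.220 with an estimated correlation). None, 0 members, passed adjusted over the list alone, and 3 are in the paper's list. The call ended without control replicate 1 (0.0934), HCA replicate 1 (0.0673) or HCA replicate 2 (0.0630), and with the mature neutrophil list as a covariate (0.0753).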

IPA analysis of our data indicates that HCA differentially expressed genes in the IL-17 signaling pathway, IL-17A signaling in airway cells, and IL-17A signaling in fibroblasts. Recent findings suggests that IL-17A in the fetal and maternal inflammatory response leads to fetal brain injury and neurological sequelae including cerebral palsy and potentially autism, schizophrenia, and multiple sclerosis later in life^53^.

Our study has several strengths. This is the first study reporting differential gene expression in cord blood from term neonates exposed to HCA. A similar study reported differential gene expression after exposure to HCA in preterm infants using whole blood, which does not allow distinction of the relative contribution of leukocytes. Our study is unique as global gene expression was performed in cord blood mononuclear leukocytes, not in whole blood. 

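Markers of lymphoid cells and platelets were higher in the HCA group as lists, and markers of erythroid cells, progenitors, and eosinophils and basophils were lower, by camera at its preset correlation. With an estimated correlation 0 of these lists passed (adjusted p = 0.220 to 0.564), and the exact permutation p of their list means was 0.246 to 0.492. No marker gene of these lists was past both thresholds alone, and 0 passed adjusted over the list alone. All 16 measured natural killer cell markers were higher in mean, with KIR2DL1 at 0.77 and GNLY, a granule protein, at 0.60 (camera adjusted p = 1.07e-04). B-cell markers, 14 measured, had a median of 0.30, with MS4A1, which encodes CD20, at 0.77 (camera adjusted p = 8.57e-04). T-cell markers, 19 measured, had a median of 0.15 with CD3D at 0.32 (adjusted p = 0.0168). Platelet markers, 13 measured, had a median of 0.32 with PPBP at 0.86 (adjusted p = 0.00145). All 15 measured erythroid markers were lower in mean, with a median of -0.52, the beta-globin gene HBB at -0.39 and RHAG at -1.37 (adjusted p = 5.38e-04). Stem and progenitor markers, 9 measured, had a median of -0.22 with CD34 at -0.36 (adjusted p = 0.00215). Eosinophil and basophil markers, 9 measured, had a median of -0.15 (adjusted p = 0.0168). Monocyte markers, 13 measured, had a median of 0.07 with CD14 at -0.05 (adjusted p = 0.495), mature neutrophil markers, 15 measured, -0.13 with FCGR3B at -0.11 (adjusted p = 0.0595), plasmacytoid dendritic cell markers, 7 measured, -0.09 (adjusted p = 0.666) and regulatory T-cell markers, 8 measured, 0.04 with FOXP3 at 0.07 (adjusted p = 0.249). The B-cell list did not pass without control replicate 2 (adjusted p = 0.705), the erythroid list without HCA replicate 4 (0.0860), the platelet list without HCA replicate 4 (0.0889) or 5 (0.0920), and the eosinophil and basophil list without control replicate 4 (0.159) or 5 (0.109) or HCA replicate 2 (0.144), 3 (0.0824) or 5 (0.0621), nor with the mature neutrophil covariate (0.0875). The T-cell list did not pass without control replicate 3 (0.599) or HCA replicate 1 (0.473), 2 (0.245) or 3 (0.0963), nor with quantile normalization (0.152), median centring (0.0710), the filter on dim clusters (0.145) or the mature neutrophil (0.195) or erythroid covariate (0.0932). The mature neutrophil list passed as lower without control replicate 2 (0.00115) or HCA replicate 3 (1.28e-04) or 4 (0.0179), and with quantile normalization (0.0183), median centring (0.0158), the filter on dim clusters (0.00719) or the erythroid covariate (0.00564). The monocyte list passed as higher with the mature neutrophil covariate (0.0475) and as lower without control replicate 2 (0.0294), the plasmacytoid list passed without control replicate 2 (0.0405), and the regulatory T-cell list without HCA replicate 4 (0.0494).

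**Figure D3:**
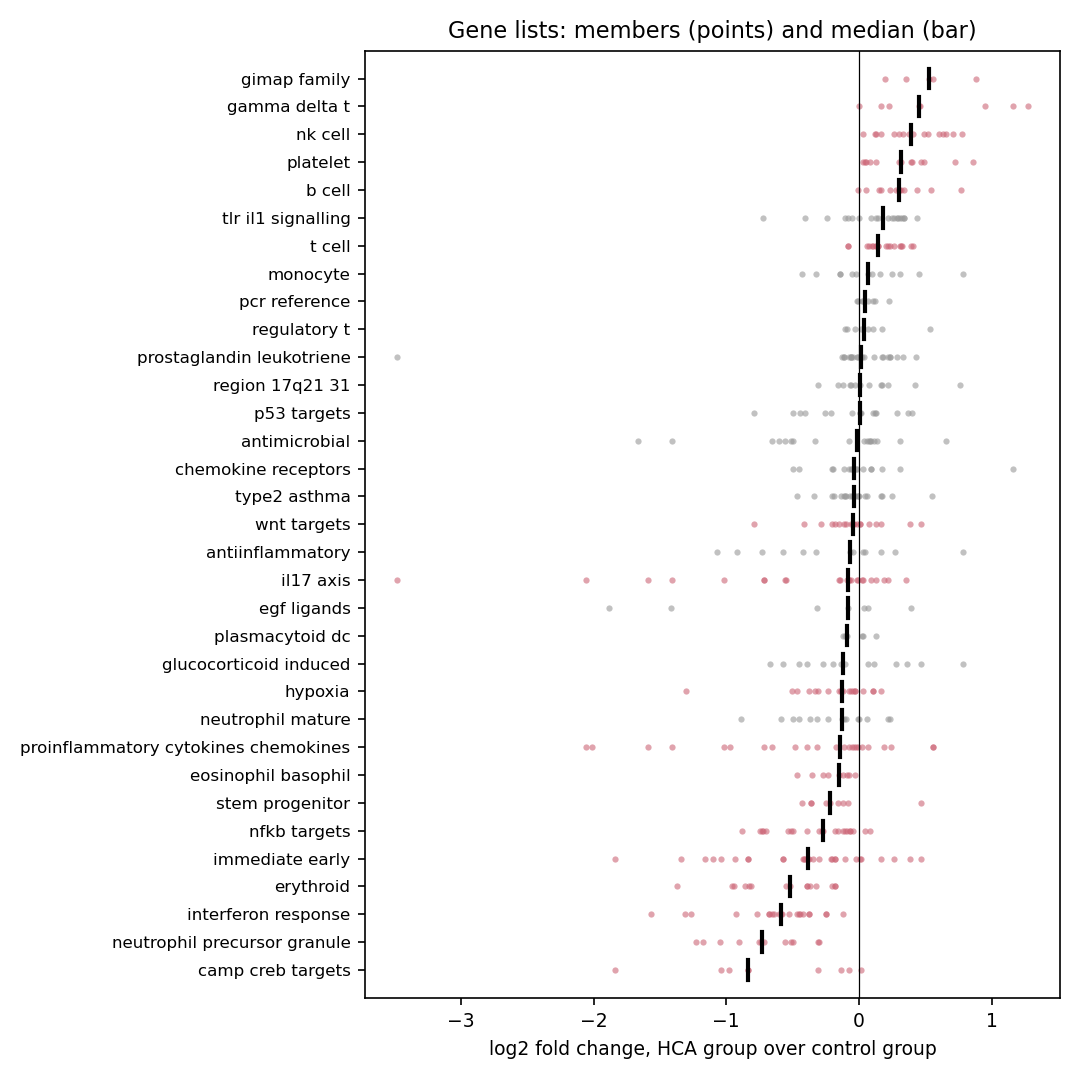
Log2 fold change of the HCA group over the control group (x axis) for the measured members of each of 33 gene lists (y axis, sorted by median). Points are genes, black bars are list medians, and lists with a camera adjusted p under 0.05 are in red and others in grey. Medians run from -0.83 for targets of cyclic AMP and CREB to 0.53 for the GIMAP family, and 18 lists are in red, none of which (0) passed with an estimated correlation.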

Further, our global gene expression data were validated by Real-Time PCR for the identified target genes. Six out of seven genes validated with Real-Time PCR showed significant change in the same direction as microarray data, with the seventh gene displaying trends in the same direction. Neonates are vulnerable subjects, and drawing a large amount of blood from them is ethically unacceptable. By using umbilical cord blood, we were able to collect a large amount of blood non-invasively without additional risks to the neonates.

Our study also has several limitations. Our sample size of 10 neonates is small, but similar sample sizes have been used commonly in studies investigating differential gene expression using microarray^12,54^. There is an inherent chance of finding differences in the gene expression due to multiple comparison; however, our results were validated by using Real-Time PCR.

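TRGV3, with the smallest p of any cluster with a symbol, and PTGS2, with the largest decrease among them, both had adjusted p-values of 0.997 once all 67528 clusters were counted. The smallest adjusted p, 0.113, belonged to TC07002898.hg.1, a cluster without a symbol that was higher in the HCA group by a log2 fold change of 1.43 (standard error 0.15). Clusters at an unadjusted p under 0.05 were fewer than the 3376.4 that chance gives when no cluster differs. Clusters whose groups did not overlap numbered 314, where chance gives 535.9. In data simulated at this size, with 50 clusters changed at each of 4 sizes, limma called 37 of 50 at a log2 change of 1, 49 at 2, 49 at 4 and 50 at 6, at an adjusted p under 0.05. Simulated data with no change put 498 clusters past both thresholds and 3511 at an unadjusted p under 0.05, with 0 after adjustment. The simulated clusters varied independently of each other, unlike genes of these samples, and the changed ones were picked at random. The rates therefore do not give the power for correlated or highly variable genes such as PTGS2. Without HCA replicate 3 the smallest adjusted p was 0.0373, and 5 clusters had one under 0.05.

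**Figure D4:**
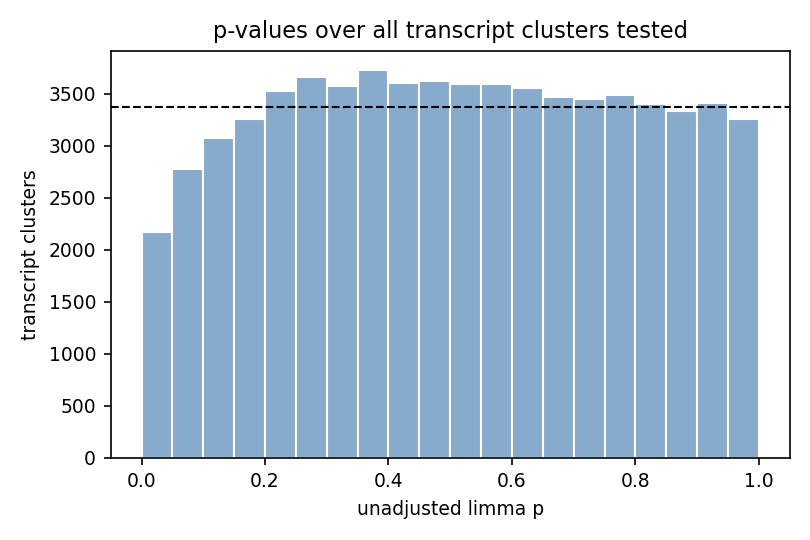
Number of transcript clusters (y axis) by unadjusted limma p (x axis, in steps of 0.05). The dashed line at 3376.4 is the count per step when no cluster differs between the groups. The lowest step holds 2169 clusters and the step from 0.35 to 0.4 holds 3726.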

In conclusion, HCA induces differential gene expression in cord blood mononuclear leukocytes from term neonates. 

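Of the 356 clusters past both thresholds, 28 had groups that did not overlap, TRGV3, TRGV4 and MIR580 among them, while for PTGS2, G0S2, CAMP, LTF and CCR2 arrays of both groups shared part of the range. The 356 hold 296 distinct sets of values. From the clusters past its fold and p cutoffs, the paper reasons to genes of immune response by their known roles, and from the same list, through pathway software, to functions and networks. It sets PCR of 7 genes on the same infants against the chance of false findings from multiple comparison. All of the 7 but TRGV3 reached significance in that PCR. The paper concludes that HCA changes expression in these cells. It proposes that the changed genes take part in later inflammatory, immune and neurological disorders.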

We found novel genes and pathways associated with exposure to HCA, including key genes regulating inflammatory, immune, respiratory and neurological pathways. This differential gene expression may contribute to inflammatory, immunological, and neurological disorders in neonates exposed to HCA. Future studies can further validate differential expression of target genes in a larger cohort of neonates exposed to HCA. Our data may lead to understanding the role of key genes and pathways identified in this study on the long-term sequelae related to exposure to HCA. Functional studies on the identified genes and pathways could lead to the development of potential markers for the diseases caused by exposure to HCA and possible therapy to prevent those complications.

## Methods

### Ethical approval: human study protocol and institutional biosafety approvals

All human protocols and procedures described in this study were approved by the Institutional Review Board of Thomas Jefferson University Hospital. All experiments performed in this study were approved and in accordance with the Nemours Institutional Biosafety Committee. The Institutional Review Board waived informed consent as this study was performed on discarded blood and placental tissue samples.

### Study Design

This is a prospective observational study that examines differential gene expression in mononuclear leukocytes isolated from cord blood of term infants born to mothers with HCA. Cord blood and fetal membranes were collected from term neonates (37–40 weeks of gestation). Exclusion criteria were maternal infections other than HCA and complications of pregnancy including diabetes, hypertension, major congenital/chromosomal anomalies, and intrauterine growth restriction.

### Cord blood collection and isolation of leukocytes

At the time of delivery, the umbilical cord was disinfected and cut at the placental side of the clamp. Cord blood was collected in sterile EDTA tubes, mixed thoroughly, and checked for blood clots. Mononuclear leukocytes were isolated by Ficoll-Paque Plus density gradient (GE Healthcare Biosciences, Pittsburgh, PA), following the manufacturer’s protocol and the method of Normann *et al*.^55^. In brief, collected blood was diluted with an equal amount of phosphate buffered saline (PBS). 1 ml of PBS was mixed thoroughly with 16 ml of Ficoll-Paque plus and used as density gradient. 25 to 30 ml of diluted blood was layered on top of the Ficoll mixture and centrifuged at 400xg for 30 minutes. The upper plasma layer was collected and centrifuged to remove platelets. The cellular interface was then collected in a separate tube and washed with PBS containing 1 mM EDTA. Cells were washed with autologous plasma to remove platelets. Finally, the mononuclear leukocytes were washed with PBS, and 2 million packed cells per vial were saved at −80 °C for RNA isolation and microarray analysis.

### Fetal membrane collection, processing, staining, and diagnosis of HCA

Small pieces of fetal membranes tissue were washed with cold PBS and fixed in 10% neutral buffered formalin for 24–48 hours. Membrane pieces were processed and paraffin embedded in Histoplast LP (Thermo Fisher Scientific, Fremont, CA). Samples were sectioned at 5 µm on a Leica RM2255 microtome (Leica, Buffalo Grove, IL) and floated onto Superfrost® Plus slides (Thermo Fisher Scientific, Fremont, CA). The sections were heat immobilized for 60 minutes at 60 °C and were subsequently equilibrated to room temperature prior to staining. The slides were placed on Tissue-Tek Prizma stainer (Sakura Finetek USA, Torrance, CA) and were deparaffinized with xylene, hydrated through a graded series of alcohols, and hydrated to water. Finally, the slides were stained with Harris hematoxylin (BBC Biomedical, Mount Vernon, WA) and eosin (Acros Organics, Cole-Parmer, Vernon Hills, IL) and were dehydrated, cleared, and mounted in Permount® (Thermo Fisher Scientific, Fremont, CA). Tissue samples were processed by the Nemours Histochemistry and Tissue Processing Core using standard workflows and operating procedures. The stained slides were examined by a pathologist (JC) and classified either as HCA (placental membranes score ≥ stage 1) or no HCA (no histological inflammatory changes in fetal membranes)^56^.

### RNA Isolation and Gene Expression Study

Total RNA was isolated using Qiagen miRNeasy Mini Kit (Qiagen, Germantown, MD). RNA was quantified on a Nanodrop ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA), and quality was assessed by an Agilent 2200 TapeStation (Agilent Technologies, Palo Alto, CA). 100 ng of RNA was used from each sample to prepare fragmented biotin-labeled cDNA by GeneChip WT PLUS reagent kit (Affymetrix, Santa Clara, CA). The Affymetrix gene chips and Human Transcriptome Array 2.0 were hybridized with 5 µg of fragmented biotin-labeled cDNA in 220 µl hybridization cocktail, followed by target denaturation at 99 °C for 5 min and then 45 °C for 5 min. Hybridization was performed for 16 hours at 45 °C with a rotation of 60 rpm. An Affymetrix GeneChip hybridization wash and stain kit was used to wash and stain the arrays in GeneChip Fluidic Station 450. Chips were scanned on an Affymetrix GeneChip Scanner 3000 using Command Console Software (Thermo Fisher Scientific, Waltham, MA). Expression Console Software v1.4.1 was used to perform quality control.

### Real-Time PCR

Selected genes from microarray data were validated by Quantitative Real Time PCR with TaqMan Gene Expression Assay Mix from Applied Biosystems (Applied Biosystems, Foster City, CA) following the manufacturer’s protocol. In brief, 200 ng of total RNA was reverse transcribed with a High-Capacity cDNA RT kit (Applied Biosystems, Foster City, CA) in a total reaction volume of 20 µl. Real-Time PCR was performed in duplicate wells with 0.5 µl of cDNA preparation using TaqMan Universal PCR Master Mix and TaqMan Gene Expression Assay mixes specific for different genes. Actin B was used as a housekeeping gene, and data were collected by Quant Studio 12K Flex Thermal Cycler (Applied Biosystems, Foster City, CA).

### Statistical Analysis

Expression Console Software was used to generate a Chp file from Affymetrix after sst-rma normalization. The HCA Group was compared with the control group using Transcriptome array console software v 1.4.1 (Thermo Fisher Scientific, Waltham, MA). Genes with fold change ≥1.5 and p < 0.05 were identified as differentially expressed. Student t-test was performed for comparison of the two groups. Gene expression data are available at the Gene Expression Omnibus (GEO) database of the NIH under accession number GSE120855. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^19^. Real-Time data were compared using Student t-test or Wilcoxon signed rank test between the HCA and control group.

## Supplementary information

Supplementary Tables

# Supplementary material for: Histological Chorioamnionitis Induces Differential Gene Expression in Human Cord Blood Mononuclear Leukocytes from Term Neonates
**Source:** Sci Rep. 2019 Apr 10;9:5862. doi: 10.1038/s41598-019-42205-x
**Supplement:** Supplementary file 1 — Supplementary Tables

# **Histological Chorioamnionitis Induces Differential Gene Expression in Human Cord Blood Mononuclear Leukocytes from Term Neonates**

Suhita Gayen nee' Betal<sup>1</sup>, Swati Murthy<sup>1</sup>, Michael Favara<sup>1</sup>, Gina Fong<sup>1</sup>, Joanna SY Chan<sup>2</sup>,  
Sankar Addya<sup>3</sup>, Thomas H Shaffer<sup>1</sup>, Jay Greenspan<sup>1</sup>, Vineet Bhandari<sup>4</sup>, Irfan Rahman<sup>5</sup>, Zubair  
H. Aghai<sup>1\*</sup>

NY, United States.

Professor of Pediatrics

Thomas Jefferson University

Nemours at TJU

Philadelphia, PA, USA

**Table 1: Differentially upregulated probeID or genes after exposure to histological chorioamionitis:**

**Table 2: Differentially downregulated probeID or genes after exposure to histological chorioamnionitis:**

How the deposited data were processed for this re-analysis (not part of the article)

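Mononuclear leukocytes were separated by the authors from cord blood of term infants in a Ficoll density gradient, and their RNA was measured on Affymetrix Human Transcriptome 2.0 arrays, 5 of the HCA group and 5 of the control group, with no technical replicates. As deposited, the values are log2 signals, 1 per transcript cluster and array, which the authors made with signal space transformation and robust multi-array average (sst-RMA) in Affymetrix Expression Console (version 1.4 in the processing notes). No scaling was added here. Values ran from 2.44 to 19.93 and correlations between arrays from 0.966 to 0.993. No measure of background is in the deposited table, and precision is limited by the 5 arrays of each group.

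Of 70523 entries, 67528 transcript clusters were tested, and 2995 control, exon and junction entries were left out. The groups were compared with limma (version 3.58.1, R 4.3.3; lmFit and eBayes, no covariates, since neither a batch nor a scan date is given in the sources used here). A cluster counted as past both thresholds with a fold change of group means of at least 1.5 and an unadjusted p under 0.05. The paper uses the same cutoffs, with folds that match Tukey biweight averages in its supplementary tables. Adjustment over clusters was by the Benjamini-Hochberg method. Single genes were also tested by an exact permutation over all 252 splits of the arrays (two-sided), and the same test was applied to list means. No paired analysis was possible because no label joins an HCA array to a control array.

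For 33 lists of genes, written from general knowledge and the topics of the paper, each gene was represented by its brightest cluster annotated with that single symbol, and 59 of 563 listed genes had none. Lists were tested with limma's camera (preset correlation 0.01) and adjusted over the lists. The lists, the tests and the alternatives below were fixed before the data were examined, apart from those named as chosen later. The paper's tables on these samples had been seen by then.

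Genes named in the text include those of Tables 1, 2, 6 and 7, whose values had been seen. Clusters are given in Table 1. Genes of Table 2 were matched to the supplementary tables by fold and p. Other genes of Tables 6 and 7 took their supplementary cluster with the smallest p. For CD99 the X chromosome cluster is given. Also named are the 10 largest increases and 10 largest decreases with a single symbol. Of each list, up to 4 members past both thresholds are named, or the 2 with the smallest p. Other list members were named for their function after their values were seen.

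Alternatives were the test named in the methods, the same test with folds from Tukey biweight averages (tuning constant 5, epsilon 1e-04), a test with unequal variances, limma with a variance trend, robust fitting or array weights, quantile normalization, median centring, a filter on dim clusters, identical clusters counted once, the mature neutrophil or erythroid list as a covariate, and leaving out each array in turn. For lists they also included camera with an estimated correlation, fry, and the mean over all clusters of a gene. Tests were tried on simulated data of the same size.

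The pathway software was not run, PCR values per infant were not analysed here, and levels of XIST and Y-linked genes are not given. The annotation release behind the symbols of the paper is not given in the sources used here.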

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

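The tests of explanations in this part were all chosen after the results were seen, while the tests for single distant arrays and for signals outside the paper's topics were set before.

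Single arrays lay far from the other 4 of their group in 12 of 138 groups tested, where chance gives about 6.9 (1 in 20). Each value is the gap to the nearest array divided by the range of the group. HCA replicate 3 was the highest of its group for PTGS2 (13.95, the nearest 9.01; 0.717), HBEGF (10.95, the nearest 8.62; 0.929) and IRAK2 (7.94, the nearest 7.43; 0.771), and the lowest for the γδ T-cell list (6.64, the nearest 6.85; 0.756). HCA replicate 5 was the highest for CAMP (11.20, the nearest 9.58; 0.786) and the interferon response list (8.60, the nearest 7.79; 0.847) and the lowest for the Wnt target list (6.71, the nearest 6.95; 0.759). HCA replicate 2 was the lowest for HRH2 (9.84, the nearest 10.70; 0.796). In the control group, replicate 1 was the highest for the interferon response list (10.98, the nearest 8.32; 0.751), replicate 4 the highest for the antimicrobial list (11.10, the nearest 10.17; 0.749), and replicate 2 the lowest for OLR1 (7.77, the nearest 9.27; 0.753) and the reference gene list (11.62, the nearest 12.05; 0.835).

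Lists of cell markers that the paper does not discuss were higher in the HCA group by camera, with medians of 0.39 for natural killer cells, 0.32 for platelets, 0.30 for B cells and 0.15 for T cells, none of which (0 lists) passed with an estimated correlation.

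Immediate early genes were lower in the HCA group by camera, with a median of -0.38 and 5 of 30 past both thresholds, and the list did not pass with an estimated correlation (adjusted p = 0.449). The monocyte list did not fall (median 0.069, SD 0.33 over its genes), and its direction changed without control replicate 2 (camera adjusted p = 0.0294). An SD over genes does not measure the spread between infants. Between arrays, the monocyte list mean had SDs of 0.41 (HCA) and 0.74 (control), so a smaller share of monocytes is not excluded. A smaller share of mature neutrophils, which the Ficoll gradient would largely remove, stays open, since the difference of their list (median -0.13, SD 0.31) from the genes is within its spread. Activation during collection and processing that differed between the groups cannot be told apart from HCA, since no processing times are given and the 8 genes of handling stress (median -0.28, SD 0.52) belong to the list. HCA itself stays open and untested.

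TRGV transcripts were higher in the HCA group, with a median of 0.71 over the 6 measured and 3 past both thresholds, and the γδ T-cell list did not pass with an estimated correlation (adjusted p = 0.0672). The T-cell list (median 0.15, SD 0.14 over its genes) and the natural killer cell list (median 0.39, SD 0.23 over its genes) rose less than the TRGV median. An SD over genes of the same arrays does not measure the spread between infants. Between arrays, the T-cell list mean had SDs of 0.45 (HCA) and 0.35 (control), and the natural killer cell list mean 0.47 and 0.62. A larger share of either cell type is therefore not excluded. Probes shared between TRGV genes cannot be told apart from separate increases, because the probe sequences were not used here and the group-centred values had a median correlation of 0.203 (SD 0.452 over pairs). A larger share of γδ T cells stays open, with the delta segments TRDV1 at 0.23 (standard error 0.24) and TRDV3 at 0.003 (standard error 0.24).

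Clusters of the LRRC37A family at 17q21.31 were higher in the HCA group, and an HLA-DQB1 cluster was lower. A difference between donors in copy number or haplotype may give such values by chance of sampling. Spread within groups was at percentile 99.8 among clusters of like brightness for HLA-DQB1, which is in line with a donor difference, and at a median percentile of 83.6 for the family, which leaves it open there. No genotype was derived, and no biological explanation was tested.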

How the results depend on the processing

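Of the settings below, the limma p with folds from Tukey biweight averages was chosen after the values were seen. The cause of each change was not tested, except that leaving out an array gives fewer samples.

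Against 356 transcript clusters past both thresholds (193 higher, 163 lower), 296 of the paper's list and 36 clusters of the genes of Tables 1, 2 and 7, the test with unequal variances gave 194 (118 and 76), 159 and 20. The test of the methods gave 22 of those genes, and limma with array weights gave 261 lower. Other counts stayed within 1.5 times under the settings that keep all arrays. Without single arrays the counts were 281 to 729 (higher 115 to 409, lower 142 to 320), 193 to 262 of the paper's list and 23 to 34 of those genes. Clusters at an adjusted p under 0.05 were 0 to 5, with 5 without HCA replicate 3 and 0 with all arrays under each setting. Over 2226 alternatives for named clusters, 1897 kept direction and side of the thresholds, 248 no longer passed and 0 called ones changed direction. The remaining ones, apart from ACTB, were uncalled clusters that newly passed. ACTB, not called, changed sign with Tukey biweight folds, array weights and without control replicate 2 (-0.02, -0.01 and -0.04).

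Of 33 lists, 18 passed camera, 14 to 21 without single arrays and 0 with an estimated correlation or with fry. These 2 settings gave adjusted p-values of 0.0672 and 0.0551 for γδ T cells, 0.220 and 0.287 for the GIMAP family and the interleukin-17 axis, 0.449 and 0.639 for NF-kB targets, and 0.449 and 0.579 for immediate early genes, Wnt targets and pro-inflammatory cytokines. The interleukin-17 axis had 0.0753 with the mature neutrophil covariate and Wnt targets 0.0573 with quantile normalization, while the antimicrobial list passed with quantile normalization (0.0119), median centring (0.00858) and the filter on dim clusters (0.00558). Without single arrays the adjusted p ran from 1.64e-11 to 0.774 for the antimicrobial list, 9.48e-09 to 1.77e-06 for γδ T cells, 6.09e-07 to 1.55e-04 for the GIMAP family, 7.38e-04 to 0.0934 for the interleukin-17 axis, 2.73e-10 to 0.0179 for immediate early genes, 2.76e-12 to 0.0179 for NF-kB targets, 1.07e-04 to 0.222 for pro-inflammatory cytokines and 0.00826 to 0.149 for Wnt targets. The monocyte list changed direction and passed as lower without control replicate 2 (0.0294), with 0.997 its highest without a single array. Genes under the filter on dim clusters have no value there.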

Differences from the paper's values

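The comparison of folds from Tukey biweight averages with limma p-values was chosen after the values were seen, and the other settings were set before the data were examined.

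The paper gives 60 up-regulated transcript clusters with annotated genes, and 29 of the 193 higher here had a symbol. The paper gives 105 down-regulated ones with symbols, and 69 of the 163 lower here had one. Both the clusters counted and the annotation differ: of the paper's own clusters, 31 and 74 have a symbol in the annotation used here. No alternative was planned for these counts.

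Fold changes are called different below when their log2 values differ by more than the SD of the arrays within groups (2.33 for PTGS2, 0.34 for TARM1, 0.67 for CAMP and 0.30 for TRGV3), and for PTGS2, the leading gene, also when one fold is over 1.5 times the other.

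For PTGS2 the paper's fold change in Table 1 is -35.91, and the fold from group means was -11.2. Of 22 alternatives set before the data were examined, 2 did not differ: the test of the methods with folds from Tukey biweight averages (-35.92), and leaving out HCA replicate 3 (log2 fold change -4.68). The others differed.

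For TARM1 the paper's fold change in Table 2 is -2.02, and the value here was -1.593. Of 22 alternatives set before the data were examined, 7 did not differ: Tukey biweight folds, quantile normalization, the mature neutrophil covariate, and leaving out control replicate 3 or 4 or HCA replicate 2 or 5. The other 15 differed.

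For CAMP the paper's array fold change in Table 7 is -1.83, and the value here was -3.169, while the paper's own Table 1 gives -4.09. Of 22 alternatives set before the data were examined, 5 did not differ (the mature neutrophil and erythroid covariates, and leaving out control replicate 4 or HCA replicate 1 or 2) and 17 did. For TRGV3 the paper's array fold change in Table 7 is 1.78, and the value here was 2.24, as in the paper's own Table 1. Here 4 of 22 did not differ (the mature neutrophil covariate, and leaving out control replicate 1 or 4 or HCA replicate 5) and 18 did. The paper's Table 7 also gives array folds for G0S2 (-3.18), AREG (-2.54) and HBEGF (-2.15) smaller in size than the paper's Table 1 (-5.54, -6.03 and -5.18).

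The methods name Student's test. The p-values of the paper's supplementary tables lay within 0.001 of the limma p for 366 of 366 clusters and of the p of that test for 9. With the limma p and Tukey biweight folds, a setting chosen after the values were seen, 366 clusters passed, 198 higher and 168 lower, and 0 of the paper's list were dropped.

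Table 2 lists HRH2, GIMAP7, RTKN2 and the GIMAP1 and GIMAP5 cluster as up-regulated past the paper's fold cutoff. Here these 4 were higher, with log2 fold changes of 0.55, 0.56, 0.54 and 0.47, below that cutoff from group means, and each passed with the limma p and Tukey biweight folds, chosen after the values were seen. The settings set before that called them were, for HRH2, the test of the methods with Tukey biweight folds, median centring, the mature neutrophil covariate, and leaving out control replicate 3 or HCA replicate 2. For GIMAP7 they were the same test with Tukey biweight folds, array weights, median centring, and leaving out control replicate 1 or 3 or HCA replicate 1, 3 or 5. RTKN2 was called with the mature neutrophil or erythroid covariate and without control replicate 1 or HCA replicate 2 or 4. The GIMAP1 and GIMAP5 cluster was called by the test of the methods with Tukey biweight folds and without control replicate 1.

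Table 1 is described as the leading genes by fold change. In the paper's supplementary tables, clusters with symbols outside Table 1 have larger folds than its last entries, among them LOC105374809 (the paper's 3.08), DOCK4 (the paper's -7.51) and HLA-DQB1 (the paper's -7.18), with log2 fold changes here of 1.22, -2.53 and -2.69.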

Other observations

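Of the tests in this part, the counts over other splits of the arrays were set before the results were seen, and the interferon and hypoxia lists were among the lists fixed before.

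Interferon-induced genes were lower in mean in the HCA group, 22 of 22 measured, with a median of -0.59, IFI44L at -1.57 (standard error 1.33), IFI27 at -1.31 (standard error 1.00) and MX1, which encodes an antiviral GTPase, at -0.64. None, 0 in all, passed both thresholds or adjusted over the list alone. The list was lower by camera (adjusted p = 2.94e-05, and adjusted p = 0.543 with an estimated correlation), and without control replicate 1 the adjusted p was 0.575.

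Hypoxia-induced genes had a median of -0.13 over 20 measured, with PFKFB3, a regulator of glycolysis, at -1.30 (standard error 0.72), SLC2A3, a glucose transporter, at -0.51 and HIF1A at -0.37, and 0 past both thresholds or adjusted over the list alone. The list was lower by camera (adjusted p = 0.00578, and adjusted p = 0.238 with an estimated correlation) and did not pass without control replicate 1 (0.0510) or HCA replicate 2 (0.162), nor with the mature neutrophil covariate (0.0521).

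Each result across all clusters or lists was compared with 100 of the 126 ways to divide the 10 arrays into 5 and 5, the real one included. Chance cannot be excluded for the number of clusters past both thresholds (356 in the real groups, 1425 the highest of the others, with 44 splits as large). For clusters at an adjusted p under 0.05 by limma the comparison decides nothing, because the real groups gave 0 (2 the highest of the others) and all 100 splits are then as large, beside 2169 at an unadjusted p under 0.05. Chance cannot be excluded either for the number of lists that passed camera (18 in the real groups, 26 the highest of the others, 8 splits as large). A split with 1425 clusters points to a structure of the samples, which was neither tested nor identified.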
